# KDM2B regulates hippocampal morphogenesis by transcriptionally silencing Wnt signaling in neural progenitors

**DOI:** 10.1038/s41467-023-42322-2

**Published:** 2023-10-14

**Authors:** Bo Zhang, Chen Zhao, Wenchen Shen, Wei Li, Yue Zheng, Xiangfei Kong, Junbao Wang, Xudong Wu, Tao Zeng, Ying Liu, Yan Zhou

**Keywords:** Developmental neurogenesis, Neuronal development, Developmental disorders

## Abstract

The hippocampus plays major roles in learning and memory, and its formation requires precise coordination of patterning, cell proliferation, differentiation, and migration. Here we removed the chromatin-association capability of KDM2B in the progenitors of developing dorsal telencephalon (*Kdm2b*^*∆CxxC*^) to discover that *Kdm2b*^*∆CxxC*^ hippocampus, particularly the dentate gyrus, became drastically smaller with disorganized cellular components and structure. *Kdm2b*^*∆CxxC*^ mice display prominent defects in spatial memory, motor learning and fear conditioning, resembling patients with *KDM2B* mutations. The migration and differentiation of neural progenitor cells is greatly impeded in the developing *Kdm2b*^*∆CxxC*^ hippocampus. Mechanism studies reveal that Wnt signaling genes in developing *Kdm2b*^*∆CxxC*^ hippocampi are de-repressed due to reduced enrichment of repressive histone marks by polycomb repressive complexes. Activating the Wnt signaling disturbs hippocampal neurogenesis, recapitulating the effect of KDM2B loss. Together, we unveil a previously unappreciated gene repressive program mediated by KDM2B that controls progressive fate specifications and cell migration, hence morphogenesis of the hippocampus.

## Abstract (web summary)

Zhang *et al*. report that KDM2B-∆CxxC activated Wnt signaling in the developing hippocampi, where the migration and differentiation of neural progenitors were blocked. KDM2B-∆CxxC mice exhibited defects of hippocampal morphology and related behaviors.

## Introduction

The hippocampus of the mammalian brain includes three major compartments: the hippocampus proper, which can be divided into three pyramidal subregions [cornu ammonis (CA) fields], the dentate gyrus (DG), and the subiculum. The hippocampus plays essential roles in spatial memory that enables navigation, in the formation of new memories, as well as in regulating mood and emotions^1^. Constructing a functional hippocampus requires precise production, migration, and assembly of a variety of distinct cell types during embryonic and early postnatal stages. Largely resembling neurogenesis of neocortical pyramidal neurons, the production of pyramidal neurons in CAs and granule cells in dentate gyrus follows the path of indirect neurogenesis^2^, i.e., PAX6-expressing radial glial progenitor cells (RGCs) first give rise to TBR2^+^ intermediate progenitor cells (IPCs), which then produce NeuN^+^ neurons. Particularly, the formation of the dentate gyrus relies on sequential emergence of germinative foci at different locations, including the dentate notch around embryonic (E) day 13.5 in mice, the fimbriodentate junction (FDJ) around E15.5 and the hilus around birth, which generate granule cells at different parts of DG^2,3^. Cell fate defects and skewed cell migration during hippocampal development underly a cohort of human neurologic and psychiatric diseases^4^. Moreover, the subgranule zone (SGZ) of adult DG contains neural stem cells (NSCs) to support neurogenesis, which might have implications in the formation of new memory.

The cell fate specification during development requires coordinated actions of transcription factors (TFs), epigenetic factors and *cis*-acting elements to ensure precise gene expression and silencing. Notably, repressive histone modifications including mono-ubiquitinated histone H2A at lysine 119 (H2AK119ub1) and trimethylated histone H3 at lysine 27 (H3K27me3), respectively modified by the Polycomb repressive complex 1 (PRC1) and PRC2, are essential fate regulators in embryogenesis, organogenesis and tissue homeostasis^5–9^. Ring1B, the ubiquitin ligase protein, is the core enzymatic component of all PRC1 complexes and plays multiple roles during neural development. The PRC1 can be recruited to the chromatin *via* either one of the chromobox proteins (canonical PRC1), or other adapter proteins including KDM2B (variant PRC1)^10–14^. Interestingly, PRC1 and PRC2 can reciprocally recognize repressive histone modifications mediated by each other or itself to stabilize repressive chromatin environments^15–19^. It has been reported that the PRC2 is required for hippocampal development and the maintenance of the adult neural stem cell pool of the DG, but the underlying cellular processes and molecular mechanisms were large elusive^20,21^. Furthermore, very little is known to what extent and how PRC1 is involved in hippocampal development.

KDM2B, previously known as JHDM1B, FBXL10, or NDY1, can recruit PRC1 to non-methylated CpG islands (CGIs), particularly at promoter regions, *via* its CxxC Zinc finger (ZF)^10–12,22,23^. The long isoform of KDM2B – KDM2BLF – contains a JmjC demethylation domain which removes the di-methylated lysine 36 of histone H3 (H3K36me2) to regulate pluripotency and early embryogenesis^24^. Mutations of human *KDM2B* gene are associated with neurodevelopment defects including intellectual disability (ID), speech delay, and behavioral abnormalities^25–27^. A recent study indicated that heterozygosity of *Kdm2b* in mice impaired neural stem cell self-renewal and leads to ASD/ID-like behaviors^28^. However, there is no in-depth analysis to dissect how PRC1- and/or demethylase-dependent roles of KDM2B participate in multiple facets of neural development, including self-renewal, migration, differentiation and localization of neural progenitors and their progeny.

We previously showed that KDM2B controls neocortical neuronal differentiation and the transcription of *Kdm2blf* is *cis*-regulated by a long non-coding RNA which is divergently transcribed from the promoter of *Kdm2blf*^29^. However, questions remain regarding to what extent and how KDM2B regulates neural development. Here we ablated the chromatin association capability of KDM2B in the developing dorsal forebrain to surprisingly find the morphogenesis of hippocampus, especially the DG, was greatly hampered. Moreover, intermediate progenitors could not properly migrate and differentiate upon dissociating KDM2B from the chromatin. The canonical Wnt signaling were aberrantly activated in mutant hippocampi, probably due to decreased enrichment of H2AK119ub and H3K27me3 in CGI promoters of key Wnt pathway genes.

## Results

### Removing KDM2B-CxxC causes hippocampal hypoplasia

KDM2B has two main isoforms: the long isoform KDM2BLF contains a demethylase JmjC domain while both isoforms share the CxxC zinc finger (ZF), the PHD domain, a F-box and the LRR domain. We generated the conditional knockout allele of *Kdm2b* by flanking exon 13 that encodes the CxxC ZF (75 amino acids, 8.3 kilodalton) with two *loxP* sequences (Supplementary Fig. 1a). These floxed *Kdm2b* mice, *Kdm2b*^*flox(CxxC)*^, were crossed with *Emx1*-Cre and *Nestin*-Cre mice to generate conditional *Kdm2b*^*Emx1-∆CxxC*^ and *Kdm2b*^*Nestin-∆CxxC*^ conditional knockout (cKO) mice respectively to abolish KDM2B’s association with the chromatin. Although *Kdm2b*^*Nestin-∆CxxC*^ mice could not survive past postnatal day 7 (P7), *Kdm2b*^*Emx1-∆CxxC*^ mice were born at the mendelian ratio and thrive through adulthood without gross abnormality (Supplementary Fig. 1b, c). RNA-seq of hippocampal neurospheres confirmed the deletion of exon 13 in cKO brains (Supplementary Fig. 1d). We then performed in situ hybridization of neonatal (P0) brains using probes targeting exon 13 (Supplementary Fig. 1e), which showed *Kdm2b* is expressed in the developing hippocampus across the CA region and the DG of control *Kdm2b*^*flox/flox*^ brains (Supplementary Fig. 1f). *Kdm2b* is expressed at a higher level in the HP between the embryonic day (E) 16 and the P0 period (Supplementary Fig. 1i) and is present in IPCs of the developing DG (Supplementary Fig. 1j). Importantly, the expression of *Kdm2b-CxxC* was almost gone in the *Kdm2b*^*Emx1-∆CxxC*^ hippocampi (Supplementary Fig. 1g), but is still present in regions where the *Emx1*-Cre is not active, such as the thalamus (Supplementary Fig. 1h). Moreover, immunoblotting of E15.5 *Kdm2b*^*Nestin-∆CxxC*^ and P0 *Kdm2b*^*Emx1-∆CxxC*^ neocortex revealed truncated long and short isoforms of KDM2B (Supplementary Fig. 1k–l), confirming the selective deletion of the CxxC ZF, which could abolish the CGI association by KDM2B and variant PRC1.1.

Strikingly, the hippocampi, particularly the DGs, of adult *Kdm2b*^*Emx1-∆CxxC*^ cKO brains were greatly shrunk in size in all examined sections (Fig. 1a, Supplementary Fig. 2a, b). Although Wfs1-expressing pyramidal cells could be detected in the CA1 region of *Kdm2b*^*Emx1-∆CxxC*^ cKO brains (Supplementary Fig. 2c), Calbindin-expressing cells, which regulates synaptic plasticity and memory^30^, were mostly diminished (Fig. 1b). Both upper and lower blades of cKO DGs were much shorter than controls (Fig. 1c; Supplementary Fig. 2d–g), with numbers of NeuN+ granule cells and GFAP + SOX2+ NSCs decreased by 39.7% and 82.1% respectively (Fig. 1d–g). Immuno-staining showed irregularity and ectopic dispersion of Calbindin+, ZBTB20+ or NeuN+ granule cells in cKO DGs (Fig. 1b–d). ZBTB20 is expressed in immature projection neurons of the hippocampus and plays a critical role in hippocampal neurogenesis^31^. Fewer HopX+ NSCs, fewer TBR2+ neuroblasts, and fewer PROX1+ or DCX+ neurons were present in cKO SGZs (Fig. 1h; Supplementary Fig. 2h–2k). Cell densities of granule cells, newborn neurons, and NSCs were also greatly decreased in cKO DGs, partly reflecting the loosened cellular architecture on loss of KDM2B-CxxC (Supplementary Fig. 2l–2p). Interestingly, many HopX+ NSCs were found to be ectopically localized inside the granule cell layer of cKO DGs (Supplementary Fig. 2h, red arrows). The ventricles were also enlarged in cKO brains along with thinner neocortices (Fig. 1a, Supplementary Fig. 3a–c). The enlarged ventricles of cKO brains could already be seen at P0 for unknown reasons without thinning of neocortices (Supplementary Fig. 3d–g). No increase of apoptotic cells was detected in P7 cKO brains and hippocampi (Supplementary Fig. 3h, i). At P7, numbers of upper-layer (SATB2+) and lower-layer (CTIP2+) neocortical neurons were not significantly altered upon CxxC deletion of KDM2B (Supplementary Fig. 3j, k). Together, ablation of the chromatin association capability of KDM2B in developing dorsal forebrains causes hippocampal hypoplasia, while the thinning of adult cKO neocortices might be secondary to ventricle dilation.

**Fig. 1:**
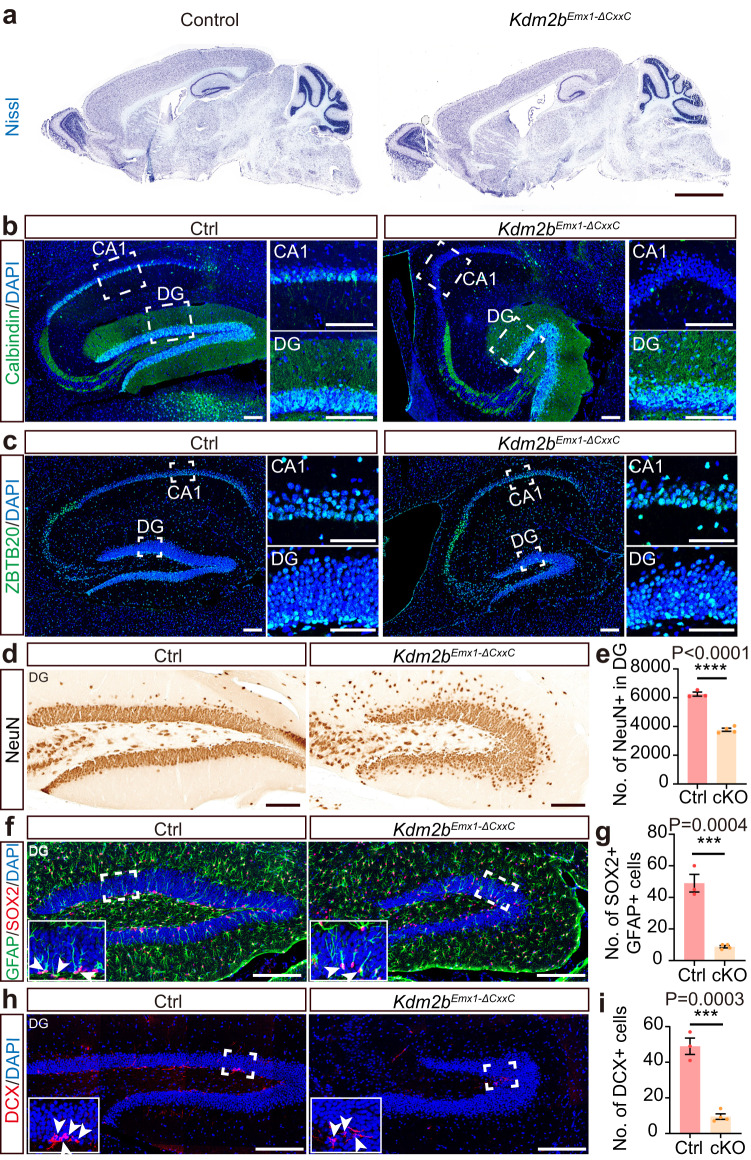
Deletion of the KDM2B-CxxC causes hippocampal hypoplasia. **a** Representative images showing Nissl staining on sagittal sections of adult control and *Kdm2b*^*Emx1-ΔCxxC*^ brains. **b**, **c** Immunofluorescent (IF) staining of Calbindin (**b**) and ZBTB20 (**c**) on sagittal sections of adult control (left) and *Kdm2b*^*Emx1-ΔCxxC*^ (right) hippocampi. Nuclei were labeled with DAPI (blue). Boxed CA1 and dentate gyri (DG) were enlarged on the right. **d** Immunohistochemical (IHC) staining of NeuN on sagittal sections of adult control (left) and *Kdm2b*^*Emx1-ΔCxxC*^ (right) DG. **f**, **h** Double immunofluorescence of GFAP (green) and SOX2 (red) (**f**) and single immunofluorescence of DCX (**h**) on sagittal sections of adult control (left) and *Kdm2b*^*Emx1-ΔCxxC*^ (right) DG. Nuclei were labeled with DAPI (blue). Boxed regions were enlarged on bottom-left corners. Arrows denote GFAP + SOX2+ or DCX+ signals in the subgranule zone (SGZ). **e**, **g**, **i** Quantification of NeuN+ cells in the DG (**e**), GFAP + SOX2+ cells in the SGZ (**g**) and DCX+ cells in the SGZ (**i**). *n* = 3 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains. Similar results were obtained for 3 control brains and 4 *Kdm2b*^*Emx1-ΔCxxC*^ brains (**a**–**c**). Data are represented as means ± SEM. Statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**e**, **g**, **i**). ***P < 0.001; ****P < 0.0001. Scale bars, 2 mm (**a**), 100 μm (**b**–**d**), 200 μm (**f**, **h**), 50 μm (**c** CA1 and DG).

### *Kdm2b-∆CxxC* mice display defects in memory and learning

Since hippocampus is essential for spatial navigation and memory consolidation, as well as for exploration, anxiety, and depression behaviors^32–35^, we conducted a series of behavior tests. First, Morris water maze tests revealed that *Kdm2b*^*Emx1-∆CxxC*^ cKO mice were defective in spatial learning. It took cKO mice longer time to find the platform in the training stage (Fig. 2a, b). Consistently, in the probe trial on day 6, although control and *Kdm2b*^*Emx1-∆CxxC*^ cKO mice showed no differences in swimming distances, velocity, and platform crossing times (Fig. 2c–f), cKO mice spent shorter time in quadrant holding the platform (Fig. 2g). Secondly, in contrast to control mice, *Kdm2b*^*Emx1-∆CxxC*^ cKO mice failed to display prolonged freezing time in both context- and sound-induced fear conditioning tests (Fig. 2h–k). Third, the rotarod performance tests indicated that *Kdm2b*^*Emx1-∆CxxC*^ cKO mice have compromised capacity for motor coordination and learning, as they endured shorter time in rotarods than controls (Fig. 2l). Interestingly, open field tests showed reluctance of *Kdm2b*^*Emx1-∆CxxC*^ mice to explore center regions of open fields (Fig. 2m, n), which could be decreased willingness of cKO mice to explore and/or increased anxiety. The distance and velocity traveled, and immobility time in open field tests were not significantly altered in *Kdm2b*^*Emx1-∆CxxC*^ mice (Supplementary Fig. 4a). The immobility time of *Kdm2b*^*Emx1-∆CxxC*^ mice in forced swimming tests were slightly shorter than control mice (no statistical significance), whereas the immobility time of cKO mice in tail suspension test was the same as controls, suggesting cKO mice did not display depression-related behavior (Supplementary Fig. 4b, c). Interestingly, cKO mice spent shorter time in open arms of elevated plus maze (no statistical significance), indicating that cKO mice tend to be hypersensitive to anxiety (Supplementary Fig. 4d). Together, ablation of the chromatin association capability of KDM2B leads to the developmental failure of the hippocampus, which might cause defects in spatial memory, fear conditioning, and motor learning.

**Fig. 2:**
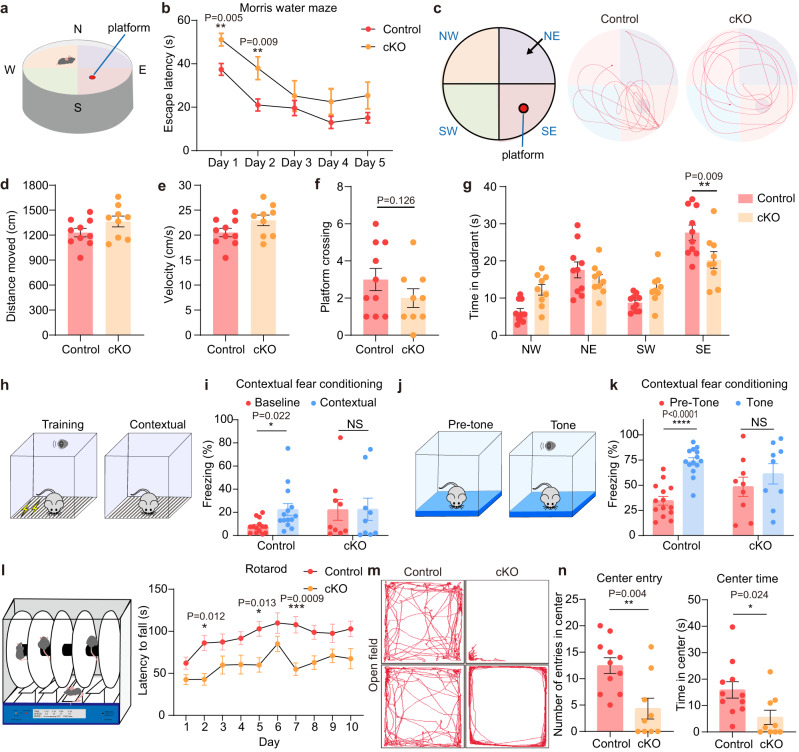
*Kdm2b*^*Emx1-ΔCxxC*^ mice exhibit defects in spatial memory, contextual fear conditioning, and motor learning. **a** Diagram of the Morris water maze test. **b** Latency to find the hidden platform across training period in the Morris water maze test. **c** An overhead view of the Morris water maze, and representative swim paths of control mice and *Kdm2b*^*Emx1-ΔCxxC*^ mice during the probe trial. The platform was set in the SE quadrant. **d**, **e** Distance moved (**d**) and velocity (**e**) during the probe trial (platform removed). **f** Frequencies of platform crossing during the probe trial. **g** Time spent in each quadrant during the probe trial. **h**, **i** The proportion of freezing time in context before training (Baseline) and after training (Contextual). **j**, **k** The proportion of freezing time in a new context before tone (Pre-Tone) and after tone (Tone). **l** Latency to fall during the rotarod test. **m** Representative traces of control and *Kdm2b*^*Emx1-ΔCxxC*^ mice in the open-field arena. **n** Quantification of number of entries in center, and time spent in the center in the open-field test. Data are represented as means ± SEM. Statistical significance was determined using two-way ANOVA followed by Sidak’s multiple comparisons test (**b**, **g**, **i**, **k**, **l**), or using an unpaired two-tailed Student’s *t*-test (**d**–**f**, **n**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; NS, not significant. *n* = 10 in (**a**–**g**), *n* = 14 in (**h**–**k**), *n* = 11 mice in (**l**–**n**) for control and *n* = 9 mice for *Kdm2b*^*Emx1-ΔCxxC*^.

### KDM2B-∆CxxC has no effect on adult neurogenesis of the DG

The shrunken hippocampi and diminished NSC pool in *Kdm2b*^*Emx1-∆CxxC*^ cKO mice prompted us to investigate whether the ablation of KDM2B’s chromatin association capability could hamper adult neurogenesis of the DG. We thus crossed the *Kdm2b*^*flox(CxxC)*^ mice with *Nestin-CreERT2* mice to produce *Kdm2b*^*Nestin-CreERT2-∆CxxC*^ cKO mice. Reporter analyses indicated that *Nestin-CreERT2* is active in SGZ upon tamoxifen (TAM) induction (Supplementary Fig. 4e). Adult *Kdm2b*^*Nestin-CreERT2-∆CxxC*^ cKO and control mice were administered with TAM for six consecutive days to ablate the CxxC ZF in adult NSCs and their progeny. BrdU was also administered for six consecutive days to label NSCs’ progeny. Brains were collected at day 8 and day 35 of post-TAM injection (Supplementary Fig. 4f, h) for immunofluorescent staining of BrdU, along with DCX (day 8) or PROX1 (day 35), two markers for new-born and mature granule neurons respectively. Data showed numbers of BrdU-labeled cells and DCX^+^BrdU^+^ double-positive cells, and ratios for DCX^+^BrdU^+^/BrdU^+^ cell were comparable between *Kdm2b*^*Nestin-CreERT2-∆CxxC*^ cKO and control DGs in all examined sections at day 8 (Supplementary Fig. 4f–g, j–l). Similarly, at day 35, numbers of BrdU-labeled cells and PROX1^+^BrdU^+^ double-positive cells, and ratios for PROX1^+^BrdU^+^/BrdU^+^ cell were not altered in *Kdm2b*^*Nestin-CreERT2-∆CxxC*^ cKO DGs (Supplementary Fig. 4h–i, m–o). Thus, removal of KDM2B’s chromatin association capability in adult NSCs exerts no effect on adult neurogenesis of DGs. This could be due to the transient expression of KDM2B in embryonic and postnatal hippocampi. We would like to point out that the possibility of inefficient deletion of *Kdm2b-CxxC* on TAM treatment might exist.

### Hampered neurogenesis and migration upon KDM2B-∆CxxC

To ask how DG neurogenesis was affected on loss of KDM2B-CxxC, we first carried out EdU birthdating experiments by administering EdU at E15.5 followed by EdU and PROX1 co-labeling at P2. 31.3% fewer PROX1-labeled granule cells could be detected in cKO DGs but 259.0% more in the cKO FDJ. In cKO brains, 33.3% fewer E15.5-labeled EdU cells reached the DG and co-stained with PROX1, while ectopic PROX1 cells were detected at FDJ (Fig. 3a–c). Moreover, total number of PROX1+EdU+ cells was reduced by 27.1% in cKO hippocampi (Fig. 3d), with 39.5% fewer EdU+ cells in cKO DGs (Fig. 3e), indicating hampered neuronal production on loss of KDM2B-CxxC. Furthermore, proportions of PROX1+ cells in lower and upper blades of DGs were switched into a lower-more and upper-fewer status in cKO DGs (Fig. 3f–h). Congruently, by P7, a big chunk of PROX1+ cells could be seen at the FDJ of *Kdm2b*^*Emx1-∆CxxC*^ brains (Supplementary Fig. 5a).

**Fig. 3:**
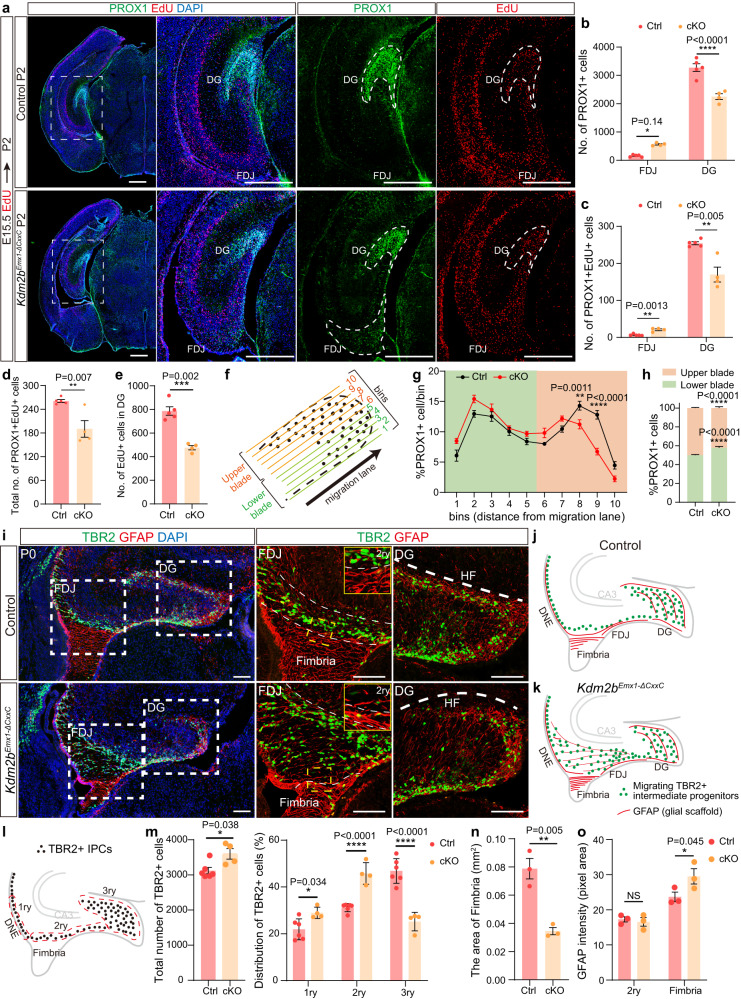
Ablation of the KDM2B-CxxC impedes the migration of intermediate progenitors and production of granule cells. **a** EdU was administrated at E15.5 and double labeling of PROX1 and EdU was performed on P2 coronal sections. Dashed lines indicate DG and FDJ. **b**, **c** Quantification of PROX1+ (**b**) and PROX1+EdU+ (**c**) cells in the FDJ and DG. **d** Quantification of total PROX1+EdU+ cells in hippocampi. **e** Quantification of EdU+ cells in the DG. **f** The 3ry matrix was divided into 10 ventral- -to-dorsal bins spanning the lower to upper blade domain. **g** The percentage of PROX1+ cells in each bin is represented. **h** Quantification of the percentage of PROX1+ granule neurons positioned in the lower blade (bins 1–5), versus the upper blade (bins 6–10) in P2 control and *Kdm2b*^*Emx1-ΔCxxC*^ DGs. **i** Double immunofluorescence of TBR2 (green) and GFAP (red) on P0 wild-type and *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi. Boxed regions of FDJ and DG were enlarged on the right. **j**, **k** The schematic of P0 wild-type and *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi. **l**, **m** Distribution of TBR2+ cells along the three matrices, where dashed lines demarcate regions designated as the 1ry, 2ry, and 3ry matrix (**l**). *n* = 6 for control brains and n = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains. **n** Quantification of the area of fimbria. **o** Quantification of GFAP immunofluorescence (pixel area) in the 2ry and fimbria. Cartoons in (**f**), (**j**) and (**l**) are adapted from Caramello et al.^36^. *n* = 5 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains (**a**–**h**). *n* = 3 for control brains and *n* = 3 for *Kdm2b*^*Emx1-ΔCxxC*^ brains (**n**–**o**). Data are represented as means ± SEM. Statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**d**, **e**, **m** left, **n**), or using two-way ANOVA followed by Sidak’s multiple comparisons test (**b**, **c**, **g**, **h**, **m** right, **o**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Scale bars, 500 μm (**a**), 100 μm (**i**). DG dentate gyrus, DMS dentate migratory stream, FDJ fimbriodentate junction, HF hippocampal fissure, 1ry primary matrix, 2ry secondary matrix, 3ry tertiary matrix.

In DG development, neural progenitors, especially TBR2-expressing intermediate progenitor cells (IPCs) migrate from the dentate neuroepithelial (DNe) stem zone (the primary − 1ry matrix) through the dentate migratory stream (DMS, the secondary − 2ry matrix) to the forming DG (the 3ry matrix), while being distributed in multiple transient niches (Fig. 3l). The prominent DG defects in *Kdm2b*^*Emx1-∆CxxC*^ cKO brains prompted us to examine distributions of intermediate progenitors and neurons along the migratory path. P0 brain sections were co-stained with TBR2 to label IPCs and with GFAP to label astrocytic scaffold at the fimbriodentate junction (FDJ) of the DMS and the fimbria. The total number of IPCs were increased by 15.3% upon the loss of KDM2B-CxxC. Strikingly, in *Kdm2b*^*Emx1-∆CxxC*^ cKO brains, significant more TBR2+ IPCs were accumulated at the DNe and the DMS, but significant fewer TBR2+ IPCs were detected at the DG (Fig. 3i–m). Of note, TBR2+ IPCs were more loosely distributed at the FDJ, with the area of fimbria significantly decreased (Fig. 3i–k, n). Consequently, GFAP-labeled astrocytic scaffold scattered at the FDJ but constricted at the fimbria of *Kdm2b*^*Emx1-∆CxxC*^ cKO brains (Fig. 3o), probably due to the compression by amassed TBR2+ cells.

The hampered migration of IPCs upon loss of KDM2B-CxxC could be due to defects of the cortical hem (CH) derived astrocytic scaffolds at the fimbria^36^. To exclude the possibility, *Kdm2b*^*Nestin-∆CxxC*^ cKO brains were inspected, because reporter analyses validated that *Nestin* is mostly not expressed in CH-derived astrocytic scaffolds, which are labeled by BLBP (Supplementary Fig. 5b). Data showed that P0 *Kdm2b*^*Nestin-∆CxxC*^ brains displayed almost the same phenotypes as those in *Kdm2b*^*Emx1-∆CxxC*^ brains, *i.e*., overproduction of TBR2+ IPCs, significantly more IPCs accumulated at the DNe and the FDJ, but fewer IPCs at the DG, suggesting that the migrating defects of IPCs upon loss of KDM2B-CxxC were not due to defects of CH-derived astrocytic scaffolds (Supplementary Fig. 5c–g). Together, loss of KDM2B-CxxC impedes migration of IPCs, subsequently resulting in hampered production and localization of granule neurons during hippocampal formation.

### KDM2B-∆CxxC disturbs differentiation of neural progenitors

We next investigated how the RGC-IPC-Neuron neurogenesis path of hippocampi were influenced on loss of KDM2B-CxxC. At E13.5, when the hippocampal primordia just emerged, the distribution of BLBP, the marker for astrocytic progenitors at CH, were unaltered in *Kdm2b*^*Emx1-∆CxxC*^ cKO brains (Supplementary Fig. 6a, b). Similarly, the expression pattern of SOX2, the marker for neocortical and hippocampal RGCs, were not changed in CH, DNe and hippocampal neuroepithelium (HNe) upon loss of KDM2B-CxxC (Supplementary Fig. 6a, the middle panel). In addition, the distribution of PAX6 and TBR2, markers for RGC and IPCs respectively, at E13.5 were almost the same between cKOs and controls (Supplementary Fig. 6a, the bottom panel). We further examined whether the capacity of proliferation and differentiation of hippocampal progenitors was affected at E14.5 by co-labeling brain sections with PAX6, TBR2 and EdU (2 h pulse) (Supplementary Fig. 6c). Data showed that deletion of KDM2B-CxxC had no effect on abundance and proliferation of PAX6+ RGCs and TBR2+ IPCs in DNEs (Supplementary Fig. 6d), HNE (Supplementary Fig. 6e). Consistently, the differentiation capability from RGCs to IPCs was unchanged in cKO brains, because the number of PAX6 + TBR2+ cells and the ratio of PAX6 + TBR2+ cells among all PAX6+ cells were comparable between cKOs and controls (Supplementary Fig. 6c–e). Thus, the hippocampal hypoplasia in *Kdm2b*^*Emx1-∆CxxC*^ cKO brains was not due to specification, maintenance, and differentiation of early neural progenitors.

We then moved onto E16.5, when migration and neurogenesis of hippocampal progenitors are prominent. EdU was administered 2 h before sacrifice to label dividing cells. In control brains, most PAX6+ RGCs were localized at the DNe, while TBR2+ IPCs were more evenly distributed along the DNe-FDJ-DG migratory/differentiating path (Fig. 4a–c). Although total numbers of PAX6+ RGCs, TBR2+ IPCs, and the ratio of dividing (PAX6+EdU+/PAX6+) and IPC producing RGCs (PAX6+TBR2+/PAX6+) were not significantly altered in cKO hippocampi (Fig. 4d–e, f, h), the ratio of dividing IPCs was decreased by 36.6% (Fig. 4g). The distribution of progenitors along the DNe-FDJ-DG path was dramatically shifted toward the DNe: the cKO DNes were significantly enriched with more PAX6+, PAX6+EdU+ and TBR2+ cells; whereas their distribution in cKO DGs was drastically reduced (Fig. 4i–p). Although the differentiating rate from RGCs to IPCs (PAX6+TBR2+/PAX6+) at FDJ is 60% higher in cKOs (Fig. 4p), numbers and the ratio of dividing TBR2+ cells at FDJ decreased by 56.3% and 57.0% respectively (Fig. 4l, n). By P7, most TBR2+ IPCs located at the DG and actively divide in control brains. However, numbers of total and dividing TBR2+ IPCs were significantly decreased at cKO DGs, whereas those at hippocampal SVZ and FDJ were greatly increased (Fig. 4q–u; Supplementary Fig. 7a). In summary, the migratory and differentiating trajectory of hippocampal progenitors, particularly IPCs, were greatly delayed, both spatially and temporally, upon loss of KDM2B-CxxC.

**Fig. 4:**
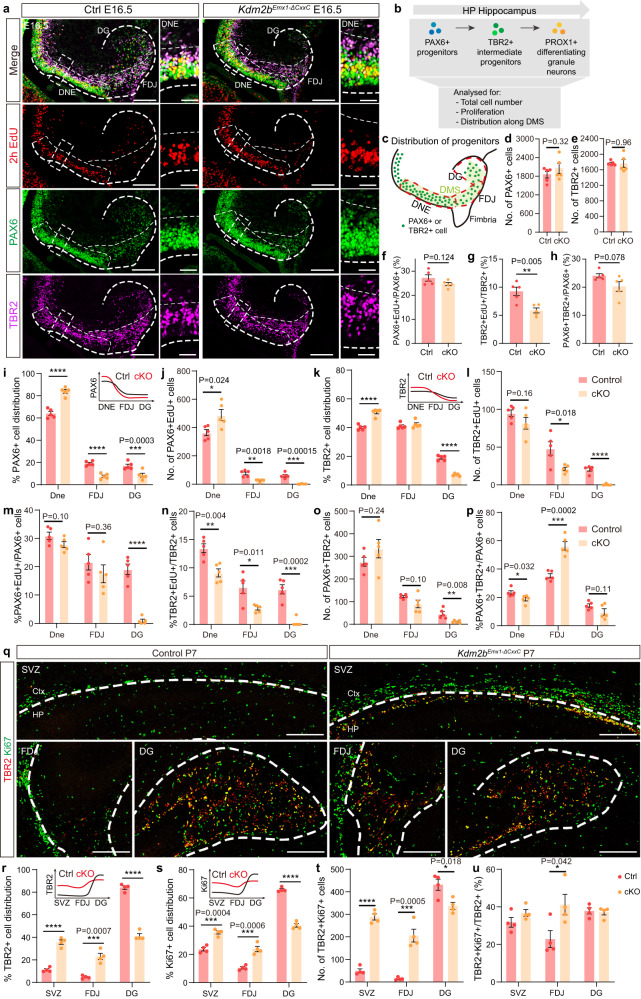
Blocked differentiation of neural progenitors on loss of KDM2B-CxxC. **a** Triple-labeling of PAX6 (green), TBR2 (violet) and EdU (red, labeled 2 h) on E16.5 control and *Kdm2b*^*Emx1-ΔCxxC*^ brain sections. Boxed regions were enlarged on the right, and single channel fluorescence images of PAX6, TBR2 and EdU were shown respectively. Dashed lines outline the hippocampi and distinguish DNE, FDJ and DG. **b** Experimental analysis scheme. The cartoon in Fig. 4b is adapted from Caramello et al.^36^. **c** The schematic of E16.5 wild-type hippocampi. Green dots represent PAX6+ progenitors or migrating TBR2+ intermediate progenitors. **d**, **e** Quantification of total PAX6+ and TBR2+ cells. **f**–**h** Quantification of the proportion of PAX6+EdU+/PAX6+ (**f**), TBR2+EdU+/TBR2+ (**g**) and PAX6 + TBR2+/PAX6+ (**h**). **i**–**p** Quantification of the distribution of PAX6+ (**i**), PAX6+EdU+ (**j**), TBR2+ (**k**), TBR2+EdU+ (**l**) and PAX6 + TBR2+ cells (**o**), and quantification of the proportion of PAX6+EdU+/PAX6+ (**m**), TBR2+EdU+/TBR2+ (**n**) and PAX6 + TBR2+/PAX6+ (**p**) along the DMS. The distribution patterns of PAX6+ (**i**) and TBR2+ (**k**) cells in control and cKO hippocampi were shown as line graphs on the upper right corners. **q** Double-labeling of TBR2 (red) and Ki67 (green) on P7 coronal section of control and *Kdm2b*^*Emx1-ΔCxxC*^ SVZ, FDJ and DG. Dashed lines outline the hippocampi. Immunofluorescence staining of whole brain sections were shown in Supplementary Fig. 7a. **r**–**u** Quantification of the distribution of TBR2+ (**r**), Ki67+ (**s**) and TBR2 + Ki67+ cells (**t**), and the proportion of TBR2 + Ki67+/TBR2+ (**u**) at SVZ, FDJ and DG. *n* = 5 for control brains and *n* = 5 for *Kdm2b*^*Emx1-ΔCxxC*^ brains (**d**–**p**). *n* = 4 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains (**r**–**u**). Data are represented as means ± SEM. Statistical significance was determined using an unpaired two-tailed Student’s *t*-test (**d**–**h**), or using two-way ANOVA followed by Sidak’s multiple comparisons test (**i**–**p**, **r**–**u**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Scale bars, 200 μm (**a** left, **q**), 50 μm (**a** right). DNE dentate neuroepithelium, FDJ fimbriodentate junction, DG Dentate Gyrus, SVZ subependymal ventricular zone, Ctx Cortex, HP Hippocampus.

We further analyzed phenotypes in *Kdm2b*^*Emx1-∆CxxC*^ cKO CAs. First, EdU was administered at E14.5 followed by phenotypic analyses at E18.5 (Supplementary Fig. 7b). In cKO CA1 region, significantly more EdU+ cells resided at VZ and fewer EdU+ cells located at pyramidal cell layer (Supplementary Fig. 7c). Moreover, 87.3% more EdU-labeled cells expressed TBR2 (Supplementary Fig. 7d). Second, in E16.5 cKOs, 41.7% and 18.4% more PAX6+ and TBR2+ cells were detected at the hippocampal neuroepithelia (HNE), where CA neurogenesis originates. While 35.7% more PAX6+ cells were proliferative (PAX6+EdU+), a smaller portion of TBR2+ cells were dividing (statistically not significant, Supplementary Fig. 7e–n). Thus, loss of KDM2B-CxxC also leads to hampered neurogenesis and neuronal migration at the CA region.

We next asked whether neuronal maturation was impeded on loss of KDM2B-CxxC. To this end, we crossed the *Kdm2b*^*flox(CxxC)*^ mice with *Nex-Cre* mice to obtain *Kdm2b*^*Nex-∆CxxC*^ cKO mice, where KDM2B-CxxC was specifically ablated in all postmitotic neurons but not progenitors of neocortices and hippocampi. Phenotypic analyses revealed that hippocampal morphology and cellular components, including PROX1 + DG granule cells, of P7 *Kdm2b*^*Nex-∆CxxC*^ cKOs did not show any abnormality, suggesting that hippocampal hypoplasia was not due to defects on postmitotic neuron differentiation (Supplementary Fig. 8a). Together, KDM2B regulates hippocampal morphogenesis by controlling multiple behaviors, including coordinated RGC to IPC differentiation, migration, and divisions of neural progenitors (Supplementary Fig. 8b, c).

### *Kdm2b-∆CxxC* aberrantly activates Wnt signaling in the HP

We next sought to unveil molecular events and mechanisms underlying hippocampal hypoplasia caused by KDM2B mutation. First, hippocampal tissue from P0 control and *Kdm2b*^*Emx1-∆CxxC*^ cKO brains were harvested and subjected to RNA-seq transcriptome analyses. 

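Hippocampal RNA was compared between 3 control and 3 *Kdm2b* Emx1-∆CxxC cKO libraries at postnatal day 0, and the controls carried floxed *Kdm2b* in the heterozygous or the homozygous state. The authors made the libraries from poly(A)-selected RNA, sequenced them as paired ends and aligned the reads to the mm10 genome with STAR. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of each library) estimated by the authors with Cufflinks. FPKM values do not hold read counts, so the depth behind each library is unknown here, while the paper states 60 M reads per library (M for mega). The values summed to between 363633 and 383249 FPKM per library, and the most abundant gene, *Tuba1a*, took between 0.893% and 1.18% of the FPKM of named genes. Of the 27180 entries of the table, 2861 name no gene, hold 1.08% to 1.16% of a library's FPKM and were left out. Values were taken to log2(FPKM + 1), a scale that understates the change of genes with low values, and the 13446 genes with a mean of at least 0.5 FPKM were tested with limma. A gene was called higher or lower at a log2 fold change above 0.4 in size and an unadjusted p under 0.05, the thresholds the paper states. Pearson's r across genes, which are not independent replicates, was 0.987 to 0.992 between libraries of the same group and 0.980 to 0.987 between libraries of different groups. *Xist* was at 153.8 FPKM in cKO library 1 and at most at 0.0732 FPKM in the other libraries, which had the Y-linked transcripts. *Kdm2b* itself (ENSMUSG00000029475), on chromosome 5 of GRCm38 from 122870665 to 122989823, was at 29.4 ± 2.15 FPKM (SD, n = 3) in controls and 27.2 ± 0.992 FPKM (SD, n = 3) in cKO hippocampi. Its log2 fold change was -0.10 (standard error 0.062, adjusted p = 0.364 from limma) over the gene as a whole, without separating the floxed exon.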

We chose P0 because the third germinal primordium of the dentate gyrus just appears, and the hippocampal neurogenesis is at peak. Importantly, the blockade of IPC migration is prominent in P0 cKO hippocampi. Data showed 886 genes and 575 genes were activated and repressed respectively in *Kdm2b*^*Emx1-∆CxxC*^ cKO hippocampi. 

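With the values of this table, 523 genes were higher and 303 genes were lower in cKO hippocampi. After Benjamini-Hochberg adjustment at the same fold change threshold, 395 genes were higher and 198 were lower. All 3 cKO libraries lay above all 3 controls for 493 of the higher genes, and below them for 284 of the lower genes. Over all genes tested, such a separation was found for 29.2%, where chance gives 10%. Among the alternatives tried, leaving out the fold change threshold moved the counts most, to 1537 higher and 1553 lower genes. With each library left out in turn, between 488 and 590 genes were higher and between 305 and 354 were lower. The largest rises among genes past the adjusted threshold were those of *Col2a1*, *Pth1r* and *Prph*, with log2 fold changes of 1.85, 1.75 and 1.73. The largest falls were those of *Cck* (-1.54), *Pou3f1* (-1.36) and *1700080N15Rik* (-1.29). Of the genes that Fig. 5a names, all 11 upregulated ones were past the threshold, with log2 fold changes from 0.78 to 1.85, and so were all 4 down-regulated ones, from -1.19 to -0.59. The same 11 and 4 genes were past an adjusted p of 0.05 over all genes and adjusted over the list alone, and the latter count is not independent evidence because the study chose these genes on the same samples. *Bcor* (ENSMUSG00000040363), which shares its entry with *2900008C10Rik*, rose from 8.58 ± 0.374 to 25.0 ± 1.28 FPKM (SD, n = 3 each), a log2 fold change of 1.44 (standard error 0.065, adjusted p = 1.82e-05 from limma).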

In line with aforementioned phenotypic analyses, expression levels of markers for progenitor cells including *Pax6*, *Neurog2,* and *TBR2*/*Eomes* were increased in cKO hippocampi (Fig. 5a). 

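*Pax6* (ENSMUSG00000027168) lies on chromosome 2 of GRCm38 from 105668900 to 105697364, by the annotation deposited with the cortex libraries. It was at 5.48 ± 0.306 FPKM in controls and 10.6 ± 1.46 FPKM in cKO hippocampi (SD, n = 3 each), with a log2 fold change of 0.83 (standard error 0.10, adjusted p = 0.00310 from limma). *Neurog2* (ENSMUSG00000027967, chromosome 3 from 127633135 to 127635631) rose from 9.54 ± 1.02 to 27.2 ± 3.09 FPKM, with a log2 fold change of 1.42 (standard error 0.095, adjusted p = 0.000118). *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) rose from 14.8 ± 1.47 to 34.2 ± 2.01 FPKM, with a log2 fold change of 1.16 (standard error 0.077, adjusted p = 0.000118). For each of these genes, the 3 cKO libraries were above the 3 controls, an order that chance gives in 10% of genes when either direction counts. Across the alternatives, the log2 fold change stayed between 0.75 and 0.93 for *Pax6* and between 1.09 and 1.22 for *Eomes*, and was at least 1.33 for *Neurog2*. Of 20 progenitor and neurogenesis genes, a list written here that includes these 3, 19 could be tested, and 17 of these were higher in cKO hippocampi, with a median log2 fold change of 0.52 and a range from -0.17 to 1.42. There were 12 genes past the fold change threshold, 15 past an adjusted p of 0.05 over all genes and 16 adjusted over the list alone. The list's median was higher in 3 of 3 cKO libraries, and camera, which compares the list's genes with all others at a preset correlation between genes of 0.01, gave an adjusted p of 2.85e-13 over 17 list tests. Leaving out control library 1 moved the median most, to 0.59, and without control library 2 it was 0.46. Its adjusted p was 0.0262 with the correlation estimated and 0.000837 with fry, a rotation test, within a range from 1.93e-14 to 0.0262 over the alternatives. Among the 17 list tests, this was the one call that held with the estimated correlation. With fry, the calls of the Wnt, neuronal and hem lists in hippocampi, of the hem list in cortices and of the proliferation list in neurospheres held as well. The paper relates the increase of these markers to its phenotypic analyses of the cKO hippocampus (Fig. 5a).

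**Figure D1:**
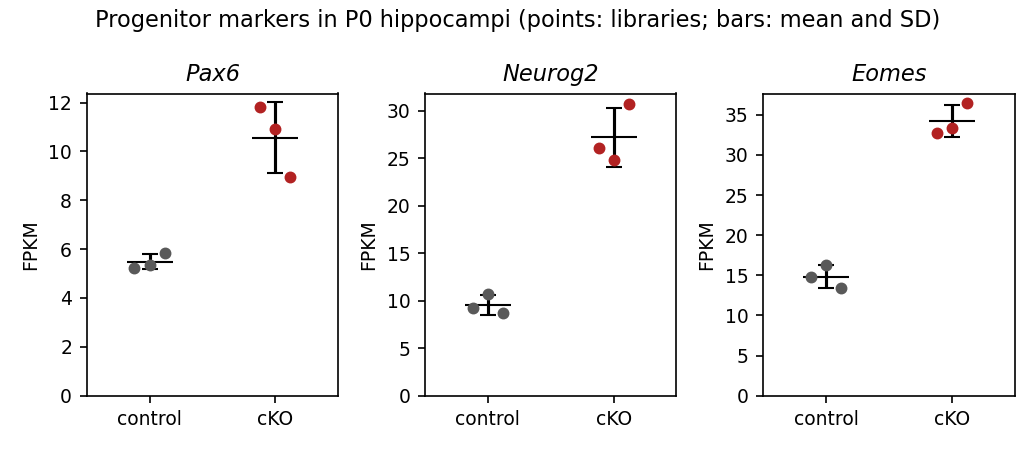
FPKM of *Pax6*, *Neurog2* and *Eomes* in each hippocampal library at postnatal day 0, by genotype, with points for libraries and bars for the mean and SD (n = 3). The 3 cKO libraries sit above the 3 controls for each gene, with means of 10.6, 27.2 and 34.2 FPKM.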

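Terms of gene ontology were not used here, and lists of genes for proliferation, neuronal function and cilia, written from general knowledge, were tested in their place in cKO hippocampi. The 25 proliferation genes had a median log2 fold change of 0.07, from -0.26 to 0.32, with 19 genes higher and 6 lower. None was past the fold change threshold, and 0 were past an adjusted p of 0.05 over all genes or adjusted over the list alone, against 3 at an unadjusted p under 0.05. The adjusted p from camera was 0.0926, within a range from 0.000101 to 0.623 over the alternatives, and 2 of 3 cKO libraries were above the control mean. The median was 0.19 (adjusted p = 0.000101) without cKO library 3 and 0.12 (adjusted p = 0.0217) without control library 2. It was 0.0062 without control library 3, 0.019 without cKO library 2 and 0.032 without cKO library 1. The 36 neuronal genes had a median of -0.20, from -0.72 to 0.34, and 29 of them were lower in cKO hippocampi. *Camk2a* (-0.72) and *Slc17a7* (-0.57), named after their values were seen, were past the fold change threshold, 16 genes were past an adjusted p of 0.05 over all genes and 25 adjusted over the list alone. For this list, lower in 3 of 3 cKO libraries, camera gave an adjusted p of 1.34e-09. With the correlation estimated it was 0.129, the highest of a range that starts at 1.41e-10. Of 34 genes of motile cilia, 28 could be tested, with a median of -0.23, and 24 of the 28 were lower. The 4 past the fold change threshold, also named after their values were seen, were *Rsph1*, *Cfap65*, *Ak7* and *Drc1*, while 3 genes were past an adjusted p of 0.05 over all genes and 8 adjusted over the list alone. Lower in 3 of 3 cKO libraries, the cilium list had an adjusted p of 6.00e-05 from camera, which was 0.379 with the correlation estimated and 0.0698 with fry, within a range from 2.39e-06 to 0.379.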

Gene ontology (GO) analyses revealed that upregulated genes were involved in pattern formation, morphogenesis, cell proliferation and canonical Wnt signal pathways (Fig. 5b, Supplementary Fig. 9a), whereas down-regulated genes encompassing those associated with neuronal structures and functions (Fig. 5c). 

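Of a list of 79 genes of Wnt ligands, receptors, transducers and modulators, written from general knowledge and not the paper's gene set, 78 are in the hippocampal table and 60 could be tested. Their median log2 fold change was 0.20, from -0.49 to 1.19, and 49 genes were higher and 11 lower in cKO hippocampi. Past the fold change threshold were 19 higher genes and 1 lower gene, *Frzb* (-0.49, adjusted p = 0.0100). There were 21 genes past an adjusted p of 0.05 over all genes and 30 adjusted over the list alone. With the list's median higher in 3 of 3 cKO libraries, camera gave an adjusted p of 7.35e-10, which was 0.00677 with fry and 0.129 with the correlation estimated, within a range from 6.37e-11 to 0.129. Testing without a filter on low values moved the median most, to 0.13. Among the ligands, *Wnt8b* (ENSMUSG00000036961, chromosome 19 of GRCm38 from 44493472 to 44514273) rose from 1.89 ± 0.715 to 5.34 ± 0.453 FPKM (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.18, adjusted p = 0.00674 from limma). *Wnt5b*, *Wnt3a*, *Wnt9a*, *Wnt3* and *Wnt5a* had log2 fold changes of 0.89, 0.71, 0.54, 0.48 and 0.44 and adjusted p values from 0.00595 to 0.0237, and *Wnt2b* had 0.42 (adjusted p = 0.175). The log2 fold change of *Wnt7b* was 0.39 (adjusted p = 0.0566). Among the receptors, those of *Fzd2*, *Fzd10*, *Fzd9* and *Ror2* were 0.85, 0.78, 0.64 and 0.56. The secreted modulators *Rspo1* and *Notum* rose by 1.12 and 0.92 and *Sfrp1* by 0.53. Among genes of the intracellular pathway, *Axin2*, which shares its entry with *Cep112*, rose by 0.55 (adjusted p = 0.00327), *Nkd1* by 0.46 (adjusted p = 0.107) and *Tcf7l2* by 0.40 (adjusted p = 0.0716). Of the 19 genes drawn in Fig. 5f, the 12 that could be tested were all past the fold change threshold, from 0.54 to 1.19, and all 12 were past an adjusted p of 0.05 over all genes and adjusted over the list alone, the latter count not being independent evidence because the figure was drawn from these samples. The other 7 genes, *Wnt6* and *Wnt10a* among them, had a mean FPKM under 0.5. Of 5 Wnt genes that the paper also measured by RT-qPCR, 3 could be tested, with a median of 0.48, and 2 were past the fold change threshold. In the same libraries, 5 marker genes of the thalamus had a median log2 fold change of 0.34.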

Notably, a series of canonical Wnt pathway components, including ligands, receptors, and signal transducers, were significantly activated upon loss of KDM2B-CxxC (Fig. 5d–f). To validate whether the canonical Wnt signaling was enhanced in cKO hippocampi, *Kdm2b*^*Emx1-∆CxxC*^ cKO mice were crossed with the BAT-GAL [B6.Cg-Tg(BAT-lacZ)3Picc/J] Wnt-reporter mice. Beta-galactosidase staining showed that P0 cKO hippocampi had stronger canonical Wnt activity, including the CA region and FDJ. The ventricular surface of hippocampi and neocortices of cKO brains also displayed elevated Wnt signaling (Fig. 5g–i). In particular, components of canonical Wnt signaling genes such as *Lef1* and *Sfrp2* were elevated. 

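*Lef1* (ENSMUSG00000027985) lies on chromosome 3 of GRCm38 from 131110471 to 131224356. In P0 hippocampi it was at 5.07 ± 0.168 FPKM in controls and 12.9 ± 0.638 FPKM in cKOs (SD, n = 3 each). Its log2 fold change was 1.19 (standard error 0.073, adjusted p = 7.22e-05 from limma). *Sfrp2* (ENSMUSG00000027996), on the same chromosome from 83766321 to 83774316, was at 3.35 ± 0.247 FPKM in controls and 8.13 ± 1.30 FPKM in cKO hippocampi (SD, n = 3 each). The log2 fold change of *Sfrp2* was 1.06 (standard error 0.11, adjusted p = 0.00186 from limma). Every cKO library was above every control for both genes. Across the alternatives, the log2 fold change of *Lef1* ranged from 1.15 to 1.33 and that of *Sfrp2* from 0.95 to 1.24.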

In situ hybridization verified that the expression of *Lef1*, the gene encoding the transcriptional co-factor of β-Catenin to activate Wnt signaling, is significantly upregulated in E16.5 cKO hippocampi (Fig. 5j–l). LEF1 not only has an early role in specifying the hippocampus, but also controls the generation of dentate gyrus granule cells^37^. Similarly, the expression of *Sfrp2*, another Wnt signaling pathway component was greatly enhanced in E16.5 cKO hippocampi and VZ/SVZ of neocortices (Fig. 5m–o). Although members of the SFRP family were first reported as Wnt inhibitors, *Sfrp2* regulates anteroposterior axis elongation, optic nerve development, and cardiovascular and metabolic processes by the promoting or inhibiting Wnt signaling pathway^38–41^.

**Fig. 5:**
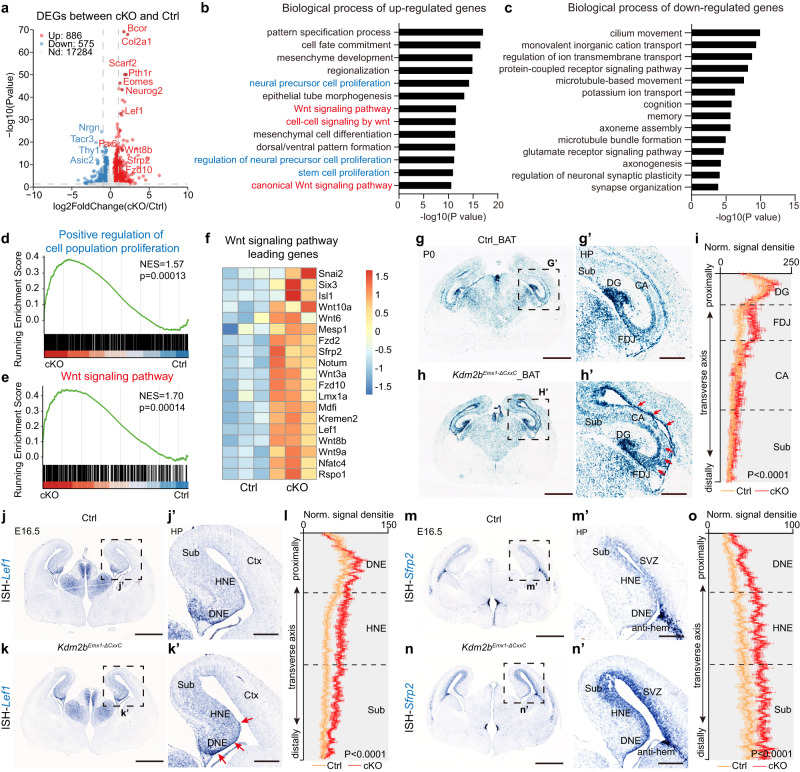
Loss of KDM2B-CxxC results in activation of the Wnt signaling pathway in the hippocampus. **a** The volcano plot of genes upregulated (red) and down-regulated (blue) in P0 *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi compared to controls, analyzed using DESeq2 (version 1.38.1). **b**, **c** GO analysis of the biological process of upregulated (**b**) and down-regulated (**c**) genes in P0 *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi, revealed terms related to cell proliferation (blue) and Wnt signaling pathways (red). **d**, **e** GSEA analysis of positive regulation of cell population proliferation (**d**) and Wnt signaling pathway (**e**). **f** The heat map of leading genes in (**e**). **g**, **h** X-gal staining on P0 coronal sections of Control_BAT (**g**) and *Kdm2b*^*Emx1-ΔCxxC*^_BAT (**h**) brains. Boxed regions were enlarged on the right (**g’** and **h’**). Red arrows indicate areas where X-gal signals are significantly enhanced. **i** Quantification of normalized X-gal signal density on the DG-CA-FDJ-Sub path. *n* = 4 for Control_BAT brains and *n* = 3 for *Kdm2b*^*Emx1-ΔCxxC*^_BAT brains. **j**, **k** In situ hybridization (ISH) of *Lef1* on E16.5 Control (**j**) and *Kdm2b*^*Emx1-ΔCxxC*^ (**k**) coronal brain sections, with boxed regions magnified on the right (**j’** and **k’**). Red arrows indicate areas where the *Lef1* expression is significantly elevated. **l** Quantification of normalized ISH signal density of *Lef1* on the DNE-HNE-Sub path. *n* = 4 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains. **m**, **n** ISH of *Sfrp2* on E16.5 control (**m**) and *Kdm2b*^*Emx1-ΔCxxC*^ (**n**) coronal brain sections, with boxed regions magnified on the right (**m’** and **n’**). **o** Quantification of normalized ISH signal density of *Sfrp2* on the DNE-HNE-Sub path. *n* = 4 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains. Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) in (**b**–**e**) were performed using clusterProfiler (version 4.2.2). Data are represented as means ± SEM. Statistical significance was determined using two-way ANOVA multiple comparisons test (**i**, **l**, **o**). Scale bars, 1 mm (**g**, **h**, **j**, **k**, **m** and **n**), 300 μm (**g’**, **h’**, **j’**, **k’**, **m’** and **n’**). HP Hippocampus, DG dentate gyrus, FDJ fimbriodentate junction, CA Cornu Ammonis, Sub Subiculum, DNE dentate neuroepithelium, HNE hippocampal neuroepithelium, Ctx cortex, SVZ subependymal ventricular zone.

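Neurospheres, floating aggregates of neural progenitors grown from hippocampi of postnatal day 0 mice, were sequenced as 2 control and 2 *Kdm2b* Emx1-∆CxxC cKO libraries. The authors made and processed these libraries as they did those of the tissue, and the deposited values are again FPKM, so the depth is unknown. Of 26293 entries, 2059 name no gene and were left out. These entries took 29.3% of the FPKM of control library 1 and 0.876% to 1.95% of the others. In that library, *Mir6236* took another 22.7% of the FPKM of named genes, and the library summed to 855276 FPKM where the others summed to between 452580 and 522964. Such entries raise a library's total, while the FPKM of other genes depends on the mapped reads that the authors divided by. Of all named genes, 12227 passed the filter on low values. Pearson's r across genes was 0.981 to 0.990 within groups and 0.951 to 0.961 between groups. At the thresholds used for the tissue, 1392 genes were higher and 1620 lower in cKO neurospheres, and 1116 and 1242 with adjusted p values. The groups did not overlap for any of these genes, and over all genes tested for 66.4%, where chance gives 33.3% with 2 libraries against 2. With every library rescaled to the same FPKM total, 1256 genes were higher and 830 lower, and the median log2 fold change of all genes moved by 0.105. The largest rises were those of *Six3* (4.17), *Six3os1* (4.05) and *Otx2* (3.29). Among the largest falls were those of *Gpr17* (-3.99) and *Gja1* (-3.97). Over the gene as a whole, *Kdm2b* was at 22.1 ± 0.224 FPKM in controls and 23.1 ± 0.837 FPKM in cKO neurospheres (SD, n = 2 each), a log2 fold change of 0.06 (adjusted p = 0.598 from limma). *Xist* was at 140 to 175 FPKM in every library except cKO library 1, which had the Y-linked transcripts.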

Since P0 hippocampi contained multiple cell types ranging from RGCs to IPCs to neurons, we propagated RGCs in vitro under the serum-free neurosphere condition (Supplementary Fig. 9b). RNA-seq transcriptome studies revealed that a significant portion of activated and repressed genes in cKO neurospheres overlapped with those in cKO hippocampal tissue (Supplementary Fig. 9c–e). 

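Among the 11091 genes tested in both tissue and neurospheres, 382 were higher in cKO hippocampi and 1248 were higher in cKO neurospheres. The 127 shared genes were 33.2% of those higher in the tissue, against 43.0 genes if the calls were independent. The odds ratio was 4.26, with an adjusted p of 7.46e-31 from Fisher's exact test (two-sided, 12 overlaps tested). Of 156 genes lower in cKO hippocampi, 61 were among the 1448 lower in cKO neurospheres, or 39.1%, against 20.4 if independent (odds ratio 4.42, adjusted p = 5.60e-16 from the same exact test). In opposite directions, 50 genes were higher in the tissue and lower in neurospheres, against 49.9 if independent, and 15 were lower in the tissue and higher in neurospheres, against 17.6. Without the fold change threshold, the odds ratios were 1.95 for the higher and 1.85 for the lower genes. That of the lower genes was 7.81 with the libraries rescaled to the same FPKM total and 2.75 without a filter on low values. Among all genes higher in cKO hippocampi that were tested in neurospheres, 62.6% had a positive log2 fold change there, and among the lower genes 71.8% had a negative one.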

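All 25 proliferation genes were higher in cKO neurospheres than in controls, with a median log2 fold change of 1.04 and a range from 0.71 to 1.27. All 25 were past the fold change threshold, past an adjusted p of 0.05 over all genes and adjusted over the list alone. *Mki67* rose from 22.5 ± 1.96 to 47.1 ± 0.717 FPKM (SD, n = 2 each), with a log2 fold change of 1.04 (adjusted p = 0.00210 from limma). *Top2a* rose from 48.0 ± 1.67 to 110.9 ± 0.222 FPKM, with a log2 fold change of 1.19 (adjusted p = 0.00136). The list was higher in both cKO libraries, and camera gave an adjusted p of 1.24e-19, within a range from 6.88e-22 to 0.129. For the 52 Wnt genes that could be tested in neurospheres, the median log2 fold change was 0.08, with 31 genes higher and 21 lower. Past the fold change threshold were 11 higher and 9 lower genes, and there were 17 past an adjusted p of 0.05 over all genes and 18 adjusted over the list alone. The list's median was above the control mean in both cKO libraries, and its adjusted p was 0.171 from camera, 0.379 with the correlation estimated and 0.0176 with fry, the lowest and highest over the alternatives being 0.0176 and 0.379. The median was 0.050 without cKO library 1, 0.027 without a filter on low values and 0.17 with the libraries rescaled to the same FPKM total. Besides *Lef1* and *Sfrp2*, the higher genes were *Notum* (1.31), *Fzd10* (1.26), *Tcf7* (1.03), *Lrp5* (0.96), *Nkd2* (0.88), *Kremen1* (0.86), *Sfrp4* (0.86), *Lgr5* (0.71) and *Nkd1* (0.63). The lower genes were *Wls* (-1.21), *Fzd9* (-1.05), *Rnf43* (-1.02), *Frzb* (-0.85), *Tcf7l2* (-0.76), *Tcf7l1* (-0.51), *Sfrp1* (-0.50), *Porcn* (-0.49) and *Fzd7* (-0.41). Of these, *Tcf7l1*, *Porcn*, *Sfrp1* and *Fzd7* were no longer past the threshold with every library rescaled to the same FPKM total, nor was *Sfrp1* with a pseudocount of 0.1 or with the replicate number as a block.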

GO analyses indicated genes involved in cell division and canonical Wnt signaling were activated in cKO hippocampal neurospheres (Supplementary Fig. 9f). The canonical Wnt pathway genes *Lef1* and *Sfrp2* were also significantly upregulated in neurospheres derived from cKO hippocampi (Supplementary Fig. 9g).

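*Lef1* was at 0.393 ± 0.210 FPKM in control neurospheres and 2.17 ± 0.516 FPKM in cKO neurospheres (SD, n = 2 each). Its log2 fold change was 1.19 (standard error 0.21, adjusted p = 0.0136 from limma), and with a pseudocount of 0.1 it was 2.25, since the controls lie near the pseudocount. *Sfrp2* was at 13.0 ± 1.47 FPKM in control and 30.9 ± 2.83 FPKM in cKO neurospheres (SD, n = 2 each), with a log2 fold change of 1.19 (standard error 0.11, adjusted p = 0.00243 from limma). Both cKO libraries were above both controls for each gene. The paper gives the mixture of cell types in P0 hippocampi as its reason for growing radial glial cells in vitro, and states that both genes were upregulated in these cultures as well.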

KDM2B is a key component of variant PRC1 to mediate repressive histone modification H2AK119ub and subsequent H3K27me3 (Fig. 6a) and its long isoform KDM2BLF also bears demethylase activity for H3K36me2. We then examined how loss of KDM2B-CxxC affects these modifications in hippocampal tissue and neurospheres, and whether these effects were associated with enhanced Wnt signaling. To this end, chromatin immunoprecipitation sequencing (ChIP-seq) was performed using P0 hippocampal tissue and neurospheres. As expected, the overall levels of H2AK119ub and H3K27me3 were decreased in cKO hippocampal tissues and neurospheres (Fig. 6b, c). However, the level of H3K36me2 was not altered in cKO tissue but slightly increased in neurospheres (Fig. 6b, c; Supplementary Fig. 10g–h). Consistently, assay for transposase-accessible chromatin using sequencing (ATAC-seq) showed that chromatin became more accessible in cKO hippocampi (Fig. 6c).

**Fig. 6:**
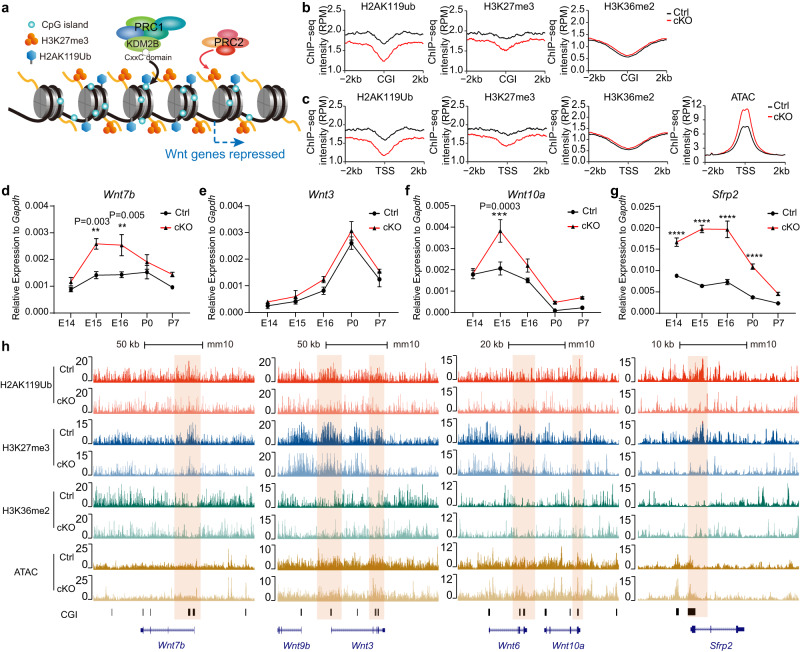
KDM2B epigenetically silences components of Wnt signaling genes in developing hippocampi. **a** The working diagram of KDM2B: KDM2B-CxxC recognizes and binds to CpG islands (CGI) of DNA, therefore recruiting the PRC1 to CpG islands (CGIs). Reciprocal recognition of modifications by PRC1 and PRC2 leads to enrichment of H2AK119ub and H3K27me3, hence stabilizing gene repression. **b** Line charts showing average H2AK119ub, H3K27me3 and H3K36me2 signals at CGIs (±2 kb flanking regions) in P0 control (black lines) and *Kdm2b*^*Emx1-ΔCxxC*^ (cKO) (red lines) hippocampi. **c** Line charts showing average H2AK119ub, H3K27me3, H3K36me2 and ATAC-seq signals at CGI + TSS (±2 kb flanking regions) in P0 control (black lines) and *Kdm2b*^*Emx1-ΔCxxC*^ (cKO) (red lines) hippocampi. TSS transcription starting sites. **d**–**g** RT-qPCR showing relative expressions of *Wnt7b*, *Wnt3*, *Wnt10a* and *Sfrp2* in control (black lines) and *Kdm2b*^*Emx1-ΔCxxC*^ (red lines) hippocampi of indicated developmental stages (E14.5, E15.5, E16.5, P0 and P7). **h** The UCSC genome browser view of HA2K119ub, H3K27me3, and H3K36me2 enrichment and ATAC-seq signal in P0 control and *Kdm2b*^*Emx1-ΔCxxC*^ (cKO) hippocampi at Wnt gene loci [corresponding to (**d**, **f**, **g**), *Wnt7b*, *Wnt3*, *Wnt10a* and *Sfrp2*]. CGIs were shown as black columns at the bottom, and signals represent ChIP-seq RPM (reads per million). Colored regions marked enrichment differences between control and cKO. For E14.5, *n* = 4 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains; for E15.5, *n* = 3 for control brains and *n* = 3 for *Kdm2b*^*Emx1-ΔCxxC*^ brains; for E16.5, *n* = 3 for control brains and *n* = 3 for *Kdm2b*^*Emx1-ΔCxxC*^ brains; for P0, *n* = 2 for control brains and *n* = 4 for *Kdm2b*^*Emx1-ΔCxxC*^ brains; for P7, *n* = 3 for control brains and *n* = 3 for *Kdm2b*^*Emx1-ΔCxxC*^ brains (**d**–**g**). Data are represented as means ± SEM. Statistical significance was determined using two-way ANOVA followed by Sidak’s multiple comparisons test (**d**–**g**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We next verified changes of Wnt signaling pathway and investigated how histone modifications and chromatin accessibilities correlate with changes of gene expression. Quantitative reverse transcription PCR (RT-qPCR) revealed that the transcripts of multiple Wnt ligands and *Sfrp2* in cKO hippocampi were significantly elevated throughout developmental time points (Fig. 6d–g; Supplementary Fig. 10a–f). Since PRC1.1 could be recruited to CGIs *via* KDM2B’s CxxC zinc finger to catalyze H2AK119ub, we paid special attention to chromatin status of CGIs. Peaks for H2AK119ub and H3K27me3 were indeed decreased on CGI-enriched promoters of many activated genes, including *Wnt7b*, *Wnt3*, *Wnt6*, *Wnt10a* and *Sfrp2*, as well as *Pax6*, *Eomes* and *Neurod1*; but peaks for H3K36me2 on these sites were not significantly altered in P0 cKO hippocampi (Fig. 6h; Supplementary Fig. 10i). Consistently, ATAC-seq showed CGI promoters of many de-repressed genes were more accessible in cKO hippocampi, such as *Wnt7b Wnt3*, *Sfrp2*, *Eomes* and *Neurod1* (Fig. 6h; Supplementary Fig. 10i). For *Lef1*, the enrichment of H2AK119ub and H3K27me3 was diminished around its CGI promoter in cKO neurospheres (Supplementary Fig. 10j).

To ask whether activating the Wnt pathway could hamper hippocampal neurogenesis, we electroporated a mix of plasmids expressing Wnt ligands (Wnt3a, Wnt5a, Wnt5b, Wnt7b, and Wnt8b) into E14.5 hippocampal primordia. Since *Sfrp2* is one of the most enhanced Wnt signaling components upon loss of KDM2B-CxxC, constructs overexpressing *Sfrp2* were separated transduced into E14.5 hippocampal primordia (Fig. 7a–d). Data showed that overexpressing Wnt ligands or *Sfrp2* could significantly block hippocampal neurogenesis, as more transduced cells resided in VZ and IZ but fewer in the pyramidal cell layer (Py) compared to controls (Fig. 7e, g), with significantly more transduced cell co-expressing TBR2 (Fig. 7i). Consistently, significantly fewer electroporated GFP+ cells reached the distal (3ry) region of DG (Fig. 7f, h), while more electroporated GFP+ cells expressed TBR2 at DGs (Fig. 7j).

**Fig. 7:**
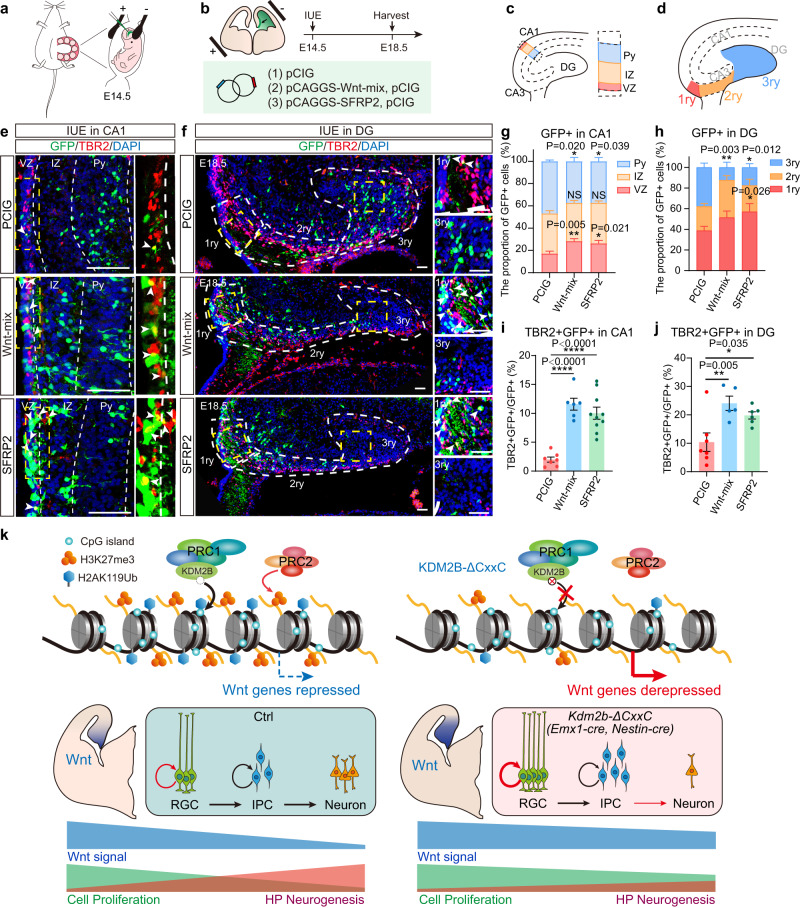
Aberrant activation of the Wnt signaling in blocks hippocampal neurogenesis. **a**, **b** The schematic diagram of *in utero* electroporation (IUE) to target the developing hippocampi. E14.5 mouse hippocampi were electroporated with empty or Wnt-mix-expressing vector (Wnt3a, Wnt5a, Wnt5b, Wnt7b, and Wnt8b) or SFRP2-expressing vector, along with the GFP-expressing vector (PCIG) to label transduced cells. Embryos were sacrificed at E18.5 for immunofluorescent analysis. **c**, **d** The schematic diagram of hippocampal structure, and the hierarchical partition of CA1 (VZ, IZ, Py) (**c**) and DG (1ry, 2ry, 3ry) (**d**). **e**, **f** Representative immunofluorescent images showing expression of TBR2+ (red) in GFP+ (green) transduced cells at E18.5 CA1 regions. Arrowheads denote double-labeled cells. White dashed lines distinguish three layers of CA1: VZ, IZ, Py in (**e**) and 1ry, 2ry, 3ry of DG (**f**). **g**, **h** The relative location of GFP+ cells in VZ, IZ, Py (**g**) and 1ry, 2ry, 3ry (**h**) were quantified. **i**, **j** Quantification of the proportion of TBR2 + GFP + /GFP+ in CA1(**i**) or in DG (**j**) of PCIG, Wnt-mix and SFRP2. **k** Schematic diagram of KDM2B on hippocampal development: Loss of KDM2B-CxxC reduces repressive histone modifications—H2AK119ub and H3K27me3—on key Wnt signal genes, hence leading to prolonged Wnt activation over time. Hampered differentiation and migration of hippocampal progenitors leads to hippocampal hypoplasia. *n* = 7 for PCIG brains, *n* = 6 for Wnt-mix brains and *n* = 10 for SFRP2 brains in (**g**, **i**). *n* = 7 for PCIG brains, *n* = 5 for Wnt-mix brains and *n* = 6 for SFRP2 brains in (**h,** **j**). Data are represented as means ± SEM. Statistical significance was determined using two-way ANOVA followed by Tukey’s multiple comparisons test (**g**, **h**), or using one-way ANOVA analysis (**i**, **j**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Scale bars, 50 μm (**e**, **f**). CA Cornu Ammonis, VZ ventricular zone, IZ intermediated zone, Py pyramidal cell layer of the hippocampus.

### KDM2B selectively suppresses the Wnt signaling in the HP

During early brain development, patterning of hippocampus is majorly controlled by Wnt and BMP signaling from hem while patterning of neocortex is regulated by signals from anti-hem, with the pallial-subpallial boundary (PSPB) being the signal center^42, 43^. We collected hippocampal and neocortical tissues of P0 control and *Kdm2b*^*Emx1-ΔCxxC*^ brains for RNA-seq analysis (Supplementary Fig. 11a–g). 

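Cortical RNA was compared between 2 control and 2 *Kdm2b* Emx1-∆CxxC cKO libraries at postnatal day 0. The authors deposited FPKM values for 54672 Ensembl genes with their GRCm38 coordinates and lengths, and the paper's text does not name the pipeline that made this table. In every library, 100% of values were whole multiples of what a single read, or a single read pair, is worth at the gene's length, so the reads on genes could be worked out, without telling reads from read pairs. They came to 21905224 and 21247862 reads in controls and 19687259 and 18480515 reads in cKOs. The fold changes use the FPKM values, as for the hippocampus, and 15691 genes passed the filter on low values. Pearson's r across genes was 0.982 to 0.987 within groups and 0.976 to 0.980 between groups. At the same thresholds, 742 genes were higher and 358 lower in cKO cortices, and 58 and 9 with adjusted p values. The groups did not overlap for any of these genes, nor for 44.8% of all genes tested, where chance gives 33.3%. With limma-voom on the recovered reads, an alternative chosen after the data were seen, 1051 genes were higher and 412 lower. The largest rises among genes past the adjusted threshold were those of *Pf4* (3.10), *Cldn11* (2.86) and *Colec12* (2.79). *Mir6998*, *Gm22079* and *Gm26485* fell most and were listed at 0 in both cKO libraries. *Kdm2b* was at 16.3 ± 0.833 FPKM in controls and 14.8 ± 0.167 FPKM in cKO cortices (SD, n = 2 each), a log2 fold change of -0.13 (adjusted p = 0.560 from limma). *Xist* was at 132 to 189 FPKM in every cortical library except control library 1, which had the Y-linked transcripts. Of the genes higher in cKO hippocampi, 147 of the 390 tested in both tissues were also higher in cKO cortices, against 18.8 if the calls were independent (odds ratio 16.3, adjusted p = 8.63e-96 from Fisher's exact test). Of those lower, 25 of 165 were shared, against 1.83 (odds ratio 19.9, adjusted p = 2.83e-21 from the same exact test).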

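The hippocampal and cortical values were made and normalized separately, so levels in controls are set side by side without a test, and within each library also as the percentile of a gene's value among the named genes with a mean of at least 0.5 FPKM in the controls of its table. The Wnt list had a median of 3.64 ± 0.437 FPKM in control hippocampi (SD, n = 3) and 1.37 ± 0.00569 FPKM in control cortices (SD, n = 2). Its median percentile was 23.7 to 28.4 in hippocampal libraries and 19.2 in cortical ones. Of 60 Wnt genes compared by percentile, 30 were higher in every hippocampal than in every cortical control, 24 were higher in every cortical control and 6 overlapped. The hippocampal controls of the *Rnf2* comparison below, whose table has the form of the cortical one, were left out of these counts. In them, the Wnt list had a median of 2.87 ± 0.215 FPKM (SD, n = 2), at percentiles of 34.1 to 36.4. The 2 sets of hippocampal controls thus differed by percentile, so the counts by percentile cannot separate tissue from how the values were made. *Fzd1*, for instance, was at 72.9 to 75.0 in *Kdm2b* hippocampal controls, 78.1 to 79.3 in cortical ones and 82.9 to 83.9 in *Rnf2* hippocampal ones. The hem and PSPB lists were written from general knowledge too, with *Pax6* and *Sfrp2* from the paper, since the gene sets behind its supplementary figures were not seen. For the 18 genes of the cortical hem, the median was 1.82 ± 0.319 FPKM in hippocampi and 0.234 ± 0.111 FPKM in cortices, and of 13 compared by percentile, 9 were higher in hippocampi and 2 in cortices. Without control library 1 or 2, the cortical median of the hem genes ranged from 0.155 to 0.313 FPKM. For the 8 genes of the PSPB, the median was 4.01 ± 0.0922 FPKM in hippocampi and 2.19 ± 0.275 FPKM in cortices, at percentiles of 26.8 to 28.0 and 24.9 to 29.2. Of 6 PSPB genes compared by percentile, 1 was higher in hippocampi and 4 in cortices. In the *Rnf2* hippocampal controls the PSPB list had a median of 2.65 ± 0.0993 FPKM (SD, n = 2), at percentiles of 32.7 to 34.0. *Pax6* was at 6.20 ± 0.133 FPKM in cortical controls, at percentiles of 51.6 to 52.3, against 33.0 to 35.7 in hippocampal ones. *Sfrp2* was at 8.48 ± 1.14 FPKM in cortical controls, at percentiles of 57.8 to 62.7, against 23.0 to 25.8 in hippocampal ones.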

First, Wnt signal genes are more abundant in the hippocampus, while PSPB genes, including *Pax6* and *Sfrp2*, are more abundant in the neocortex (Supplementary Fig. 11a, f), suggesting that the two signal gradients persist through perinatal stage and the hem signal continues to affect hippocampal neurogenesis but exert little effect on neocortex. Secondly, both hem genes and PSPB genes were significantly upregulated in *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi. In contrast, the change of Wnt signal genes in *Kdm2b*^*Emx1-ΔCxxC*^ neocortex was not obvious, while PSPB signal genes in neocortex were mildly upregulated (Supplementary Fig. 11a–e). Hence, the silence of Wnt signaling by KDM2B is more dominant in hippocampus than in neocortex, which could explain why neocortical development is not disturbed by the loss of KDM2B-CxxC.

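Of the 18 hem genes of the list written here, 15 could be tested in hippocampi, with a median log2 fold change of 0.44 and a range from -0.10 to 1.19. In cKO hippocampi 14 of them were higher, 9 were past the fold change threshold, 8 past an adjusted p of 0.05 over all genes and 9 adjusted over the list alone. The list was higher in 3 of 3 cKO libraries, with an adjusted p of 1.20e-08 from camera, which was 0.00677 with fry and 0.129 with the correlation estimated, within a range from 4.66e-10 to 0.129. Besides *Wnt* genes, *Rspo1* and *Lef1*, the genes past the threshold were *Bmp7*, *Lmx1a* and *Msx1*, with log2 fold changes of 0.76, 0.67 and 0.62, of which *Bmp7* and *Msx1* were named after their values were seen. Of the 8 PSPB genes of the other such list, 5 could be tested, and their median log2 fold change was -0.02, from -0.26 to 1.06. The higher ones were *Pax6* and *Sfrp2*, both past the threshold, and *Tgfa*, *Nrg1* and *Nrg3* had negative values. There were 2 genes past an adjusted p of 0.05 over all genes and 3 adjusted over the list alone. In 3 of 3 cKO libraries the list's median difference from the control mean was above 0, by 0.0031 to 0.081, where those of the controls ranged from -0.059 to 0.025. The list's adjusted p was 0.206 from camera, within a range from 0.0176, with fry, to 0.379, with the correlation estimated. Its median was 0.032 without control library 2, 0.017 without cKO library 1 and 0.0057 without a filter on low values, each of the opposite sign.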

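In cKO cortices, 49 genes of the Wnt list could be tested, with a median log2 fold change of 0.13, from -0.45 to 1.17, and 30 were higher and 19 lower. Past the fold change threshold were 10 higher genes and 1 lower gene, *Porcn* (-0.45), with 1 gene past an adjusted p of 0.05 over all genes and 9 adjusted over the list alone. The list was higher in both cKO libraries, with an adjusted p of 0.00124 from camera, which was 0.0848 with fry and 0.379 with the correlation estimated, within a range from 0.00013 to 0.379. The median was 0.066 without a filter on low values and 0.054 without cKO library 1, and in this library 12 meningeal marker genes had the larger rise, a median of 2.31 against 1.52 in cKO library 2. *Wnt5b* rose from 1.56 ± 0.280 to 4.76 ± 0.210 FPKM (SD, n = 2 each), with a log2 fold change of 1.17 (standard error 0.11, adjusted p = 0.0428 from limma). The other higher genes were *Sfrp2*, *Tcf7* (0.89), *Nkd2* (0.69), *Fzd9* (0.61), *Wls* (0.59), *Wnt3* (0.58), *Nkd1* (0.53), *Sfrp1* (0.52) and *Dkk2* (0.48). *Lef1* was under the filter, at 0.303 FPKM in controls and 0.475 FPKM in cKOs. Of the PSPB genes, 6 could be tested, with a median of 0.13, and 4 were higher. *Sfrp2*, at 17.1 ± 0.00789 FPKM in cKO cortices (SD, n = 2), was the one past the fold change threshold, with a log2 fold change of 0.94 (standard error 0.10, adjusted p = 0.0575 from limma), while *Pax6* had 0.16 (adjusted p = 0.519). There were 0 PSPB genes past an adjusted p of 0.05 over all genes, 1 adjusted over the list alone and 1 at an unadjusted p under 0.05. For this list, higher in both cKO libraries, camera gave an adjusted p of 0.115, within a range from 0.0368, with only genes of at least 1 FPKM, to 0.424. Its median was 0.070 without cKO library 1 and 0.072 without a filter on low values. Of the hem genes, 9 could be tested, with a median of 0.23, from -0.33 to 1.89, and 6 were higher. There were 4 past the fold change threshold, *Bmp7*, *Bmp6*, *Msx3* and *Msx1*, named after their values were seen, with 2 past an adjusted p of 0.05 over all genes and 4 adjusted over the list alone. The list was higher in both cKO libraries, and its adjusted p was 0.000717 from camera, within a range from 0.00013 to 0.181. Its median ranged from 0.074 without a filter on low values to 0.57 without control library 1, with 0.13 without cKO library 1 and 0.55 without control library 2. The 12 meningeal marker genes rose in both cKO libraries, and whether meningeal RNA adds to the rise of hem genes was not tested and stays open.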

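The difference between the tissues was tested as the cKO effect in hippocampi minus that in cortices, each against its own controls. A gene with a positive difference is said to have the larger effect in hippocampi, whatever the sign of either change. Wnt genes under the filter in cortices were left out of this test and entered only without a filter. Among them were *Lef1*, *Wnt8b*, *Rspo1*, *Notum* and *Fzd10*, which were past the threshold in hippocampi. Over 47 Wnt genes tested in both, the median difference was 0.079 on the log2 scale, and 30 genes had the larger effect in hippocampi. For these, camera gave an adjusted p of 0.0350 over 4 such tests, and 0.286 with fry and 0.314 with the correlation estimated, within a range from 0.00708 to 0.314. The median was 0.017 without cortical cKO library 2, 0.018 without cortical control library 2, 0.12 without cortical cKO library 1, 0.031 without a filter on low values and 0.14 with the libraries rescaled to the same FPKM total. The adjusted p was 0.0548, 0.0903, 0.131 and 0.0650 without hippocampal control library 1, control library 2, cKO library 1 and cKO library 2. Over 19 progenitor genes, the median difference was 0.38, and 17 genes had the larger effect in hippocampi. This list's adjusted p was 7.30e-09 from camera, 0.00159 with fry and 0.00824 with the correlation estimated, within a range from 5.21e-10 to 0.00824. In cKO cortices alone, 20 progenitor genes had a median log2 fold change of 0.16, with 2 past the fold change threshold and 0 past an adjusted p of 0.05 over all genes, against 2 adjusted over the list alone and 7 at an unadjusted p under 0.05. Higher in both cKO libraries, they had an adjusted p of 0.00154 from camera, which was 0.147 with fry and 0.403 with the correlation estimated, within a range from 0.000528 to 0.403. From the change of Wnt genes in hippocampi and in neocortices, the paper reasons that KDM2B silences Wnt signaling more in the hippocampus, and it proposes this as the reason that neocortical development is not disturbed.

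**Figure D2:**
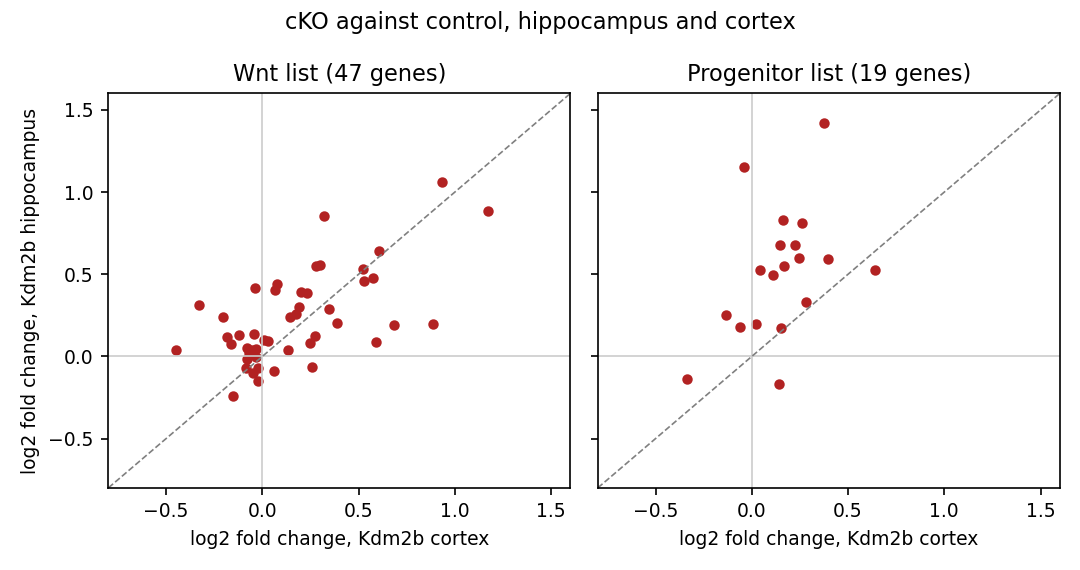
Log2 fold change (cKO against control, log2(FPKM + 1) scale) of each gene in hippocampi (vertical axis) and cortices (horizontal axis), for the 47 Wnt genes and 19 progenitor genes tested in both. On the dashed line both changes are equal, and 30 Wnt genes and 17 progenitor genes lie above it.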

### Loss of Ring1B did not cause accumulation of progenitors

KDM2B recruits other component of PRC1.1, including the ubiquitin protein ligase Ring1B, to CGIs to initiate and stabilize gene silencing. We then asked whether the impeded migration and differentiation of neural progenitors in *Kdm2b* cKO hippocampi is caused by PRC1’s loss-of-function. 

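*Rnf2* (ENSMUSG00000026484), on chromosome 1 of GRCm38 from 151458004 to 151500955, was targeted by crossing floxed *Rnf2* mice with *Emx1*-Cre mice, and hippocampal RNA was compared between 2 control and 2 cKO libraries at postnatal day 0. The authors deposited FPKM values for 54532 Ensembl genes with their lengths, in the form of the cortical table. The methods describe STAR and Cufflinks for hippocampal data at this age without naming the *Rnf2* libraries, so the pipeline behind this table is uncertain. Worked out from the step of the values, 14654894 and 15719597 reads lay on genes in controls and 16334420 and 16167460 reads in cKOs. Log2(FPKM + 1) values of 15764 genes were tested with limma. Pearson's r across genes was 0.968 to 0.979 within groups and 0.966 to 0.974 between groups. At a log2 fold change above 0.4 in size and an unadjusted p under 0.05, 451 genes were higher and 291 lower in cKO hippocampi. With adjusted p values the counts were 0 and 0, and 1121 genes had an unadjusted p under 0.05. The groups did not overlap for 38.3% of all genes, where chance gives 33.3%. In a test on simulated data, 135 of 200 genes changed by 1 on the log2 scale had an adjusted p under 0.05 with these libraries. The genes past the threshold had a median of 98.4 reads per library, against 335 over all genes tested. With limma-voom on the recovered reads, chosen after the data were seen, 402 genes were higher and 354 lower. By unadjusted p, the largest rises were those of *Gm27616*, *Mir5616* and *Gm45533* and the largest falls those of *Gm27326*, *Gm22888* and *Mir1967*, with adjusted p values from 0.355 to 0.679. Of these, *Mir5616* and *Gm45533* were listed at 0 in both controls, and *Gm27326* and *Mir1967* in both cKO libraries. *Rnf2* itself was at 31.5 ± 1.02 FPKM in controls and 28.1 ± 0.494 FPKM in cKOs (SD, n = 2 each), a log2 fold change of -0.16 (standard error 0.10, adjusted p = 0.762 from limma) over the gene as a whole. All 4 libraries had *Xist* and none had Y-linked transcripts.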

We obtained *Rnf2* (the gene encoding Ring1B) cKO mice—*Rnf2*^*Emx1-cKO*^—by crossing floxed *Rnf2* mice with *Emx1*-Cre mice (Supplementary Fig. 11h). As expected, ablation of *Rnf2* greatly decreased the level of H2AK119ub in P0 neocortical tissues, with levels of H3K27me3 also slightly decreased (Supplementary Fig. 11i). We then stained P0 brains with TBR2 (Supplementary Fig. 11j, k) to find *Rnf2*^*Emx1-cKO*^ hippocampi were smaller than controls and the number of TBR2+ progenitors in *Rnf2*^*Emx1-cKO*^ hippocampi was decreased by 9.2%. Moreover, the distribution of TBR2+ progenitors in DGs, but not DNE and FDJ, was significantly decreased in the *Rnf2*^*Emx1-cKO*^ hippocampi. However, to our surprise, there was no accumulation and dispersion of TBR2+ IPCs in the FDJ region (2ry) of the *Rnf2*^*Emx1-cKO*^ hippocampi as found in *Kdm2b*^*Emx1-∆CxxC*^ cKO brains (Supplementary Fig. 11l). Therefore, although PRC1’s loss-of-function also causes hippocampal hypoplasia, it did not lead to buildup of neural progenitors in the migrating path of developing hippocampi. Transcriptome analyses showed that although Wnt pathway and neurogenesis genes were upregulated in *Kdm2b*^*Emx1-ΔCxxC*^ hippocampi, they were not significantly altered in *Rnf2*^*Emx1-cKO*^ hippocampal tissue (Supplementary Fig. 11m). Thus, insufficient PRC1 activity alone does not account for de-repressed Wnt signaling and subsequent defects of IPC fates. 

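In *Rnf2* cKO hippocampi, 61 genes of the Wnt list could be tested, with a median log2 fold change of 0.10, from -0.34 to 0.56, and 40 were higher and 21 lower. The 4 genes past the fold change threshold were *Sfrp2* (0.56), *Ror2* (0.54), *Nkd1* (0.49) and *Porcn* (0.43), with adjusted p values from 0.590 to 0.691, and *Ror2* was not past it without a filter or with a filter of at least 1 FPKM. No gene was past an adjusted p of 0.05 over all genes (0) or adjusted over the list alone (0), against 5 at an unadjusted p under 0.05. The list was higher in both cKO libraries, with an adjusted p of 0.0157 from camera, which was 0.329 with fry, 0.424 with the correlation estimated and 0.121 without a filter on low values, within a range from 0.00739 to 0.424. The median was 0.037 without cKO library 2, 0.056 without a filter on low values, 0.066 without control library 1 and 0.16 without cKO library 1. *Lef1* was at 1.68 ± 0.196 FPKM in controls and 1.87 ± 0.284 FPKM in cKOs (SD, n = 2 each), a log2 fold change of 0.10 (adjusted p = 0.921 from limma), which was -0.0027 without cKO library 2. *Wnt8b* was at 1.83 and 4.65 FPKM in the cKO libraries, with a log2 fold change of 0.22 (adjusted p = 0.910). For 19 progenitor and neurogenesis genes, the median log2 fold change was 0.12, with 12 higher and 7 lower, 2 past the fold change threshold (*Hes1* and *Insm1*, named after their values were seen), 0 past an adjusted p of 0.05 over all genes or adjusted over the list alone, and 4 at an unadjusted p under 0.05. The list was higher in both cKO libraries, and its adjusted p was 0.232 from camera, within a range from 0.157 to 0.409. Its median was 0.045 without control library 1, 0.049 without cKO library 2 and 0.17 without cKO library 1. *Pax6*, *Eomes* and *Neurog2* had log2 fold changes of 0.12, 0.08 and -0.26, with adjusted p values of 0.870, 0.942 and 0.738, and that of *Eomes* ranged from -0.16, without control library 1, to 0.32 over the alternatives. The effect of *Rnf2* cKO was subtracted from that of *Kdm2b* cKO, each against its own controls. Genes with a positive difference are called larger in *Kdm2b* cKOs, whatever the sign of either change. The difference had a median of 0.14 over 60 Wnt genes, 40 of them larger in *Kdm2b* cKOs. This difference had an adjusted p of 0.00190 from camera, 0.0742 with fry and 0.271 with the correlation estimated, within a range from 0.000208 to 0.271. Its median was 0.061 without *Rnf2* cKO library 1 and 0.24 without *Rnf2* cKO library 2, and over the 31 genes with at least 5 FPKM in both tables it was 0.019. Over 19 progenitor genes the median difference was 0.44, with 17 genes larger in *Kdm2b* cKOs, and an adjusted p of 3.57e-08 from camera, 0.000182 with fry and 0.00347 with the correlation estimated, within a range from 4.08e-09 to 0.00347. Of the genes higher in *Kdm2b* cKO hippocampi, 22 of 419 were also higher in *Rnf2* cKO hippocampi, against 8.24 if the calls were independent (odds ratio 2.96, adjusted p = 5.21e-05 from Fisher's exact test). Of those lower, 13 of 241 were shared, against 2.88 (odds ratio 5.11, adjusted p = 1.44e-05 from the same exact test). From the absence of a significant change of these genes in *Rnf2* cKO tissue, the paper concludes that insufficient PRC1 activity alone does not explain the rise of Wnt signaling.

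**Figure D3:**
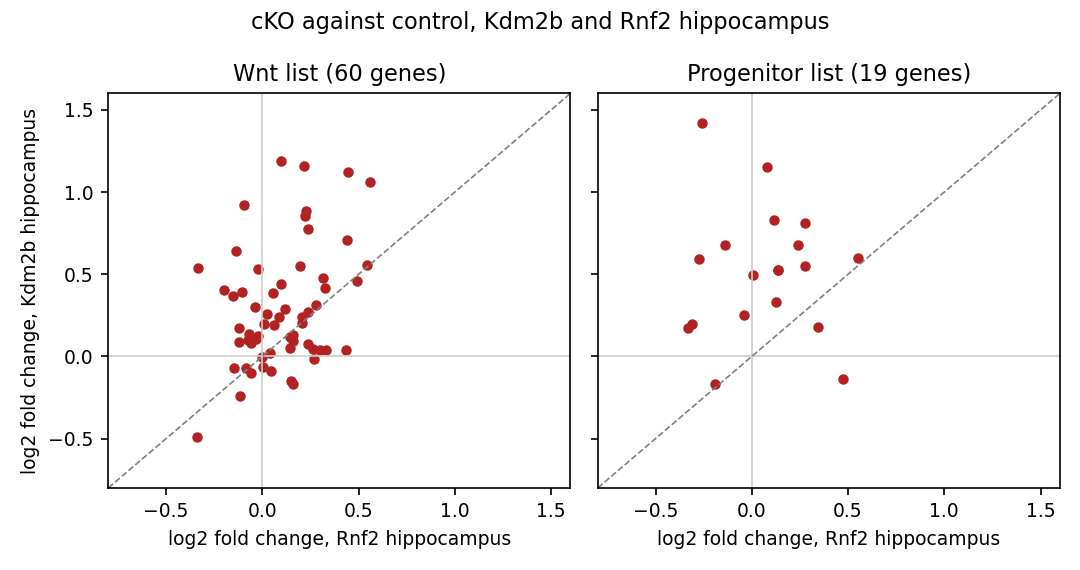
Log2 fold change (cKO against control, log2(FPKM + 1) scale) of each gene in *Kdm2b* cKO hippocampi (vertical axis) and *Rnf2* cKO hippocampi (horizontal axis), for 60 Wnt genes and 19 progenitor genes. On the dashed line both changes are equal, and 40 Wnt genes and 17 progenitor genes lie above it.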

KDM2B could selectively mediate deposition of repressive histone marks on many Wnt signal genes in the developing hippocampi. Furthermore, expression alterations of other targets of Ring1B and PRC1 might counter some effects caused by loss of KDM2B-CxxC.

Together, loss of KDM2B-CxxC reduces repressive histone modifications on key Wnt signal genes, hence leading to prolonged Wnt activation, which causes hampered differentiation and migration of hippocampal progenitors (Fig. 7k).

## Discussion

The hippocampus is evolutionarily more ancient than the neocortex^44^ and the production and localization of CA pyramidal neurons also follows the birthdate-dependent inside-out pattern^45^. In neocortical development, Pax6+ RGCs and TBR2+ IPCs largely reside in the VZ and SVZ respectively, with their nuclei undergoing local oscillation. Although many cellular and epigenetic programs were found to control numbers and differentiation of neocortical RGCs and IPCs, it remains unclear how these mechanisms were applied in hippocampal development, which involves migration and dispersion of neural progenitors. Here we revealed that the chromatin association of KDM2B, an essential component of variant PRC1.1, is required for hippocampal formation. KDM2B mediates silencing of Wnt signaling genes to facilitate proper migration and differentiation of hippocampal progenitors.

Our knowledge on the mammalian Polycomb repressive system has mostly come from studies in pluripotent stem cells and in embryos at early developmental stages^6,15,46–48^, when the establishment of repressive domains is initiated^49^. Nonetheless, how Polycomb controls sequential fate determination in specific tissues and at later developmental stages largely remains elusive. Both PRC1 and PRC2 are essential players in neocortical development^50–54^. The deletion of Ring1B, the core enzymatic component of PRC1, prolonged neocortical neurogenesis at the expense of gliogenesis. PRC1 regulates the chromatin status of neurogenic genes of neural progenitors, hence altering their responsiveness to neurogenic Wnt signals over developmental time^55^. Ring1B was also found to regulate dorsoventral patterning of the forebrain^51^ and sequential production of deep and upper-layer neocortical PNs^52^. However, we surprisingly revealed that ablation of Ring1B did not significantly hamper migration and distribution of TBR2+ neural progenitors of developing hippocampi, whereas these defects are prominent in the *Kdm2b*^*Emx1-∆CxxC*^ hippocampi. In addition, removal of KDM2B from the chromatin only have mild effects on neocortical development and overall H2AK119ub1 and H3K27me3 levels. Therefore, KDM2B likely controls fate determination of hippocampal progenitors by selectively repressing a series of progenitor genes including those in the Wnt pathway *via* PRC1.1. How KDM2B selectively targets these genes during hippocampal morphogenesis remains to be investigated.

Knocking out EED, one of the core components of PRC2, results in hampered neurogenesis of postnatal DG. However, unlike *Kdm2b* cKO brains, the EED knockouts did not display any hippocampal malformation at P0^20^. Moreover, deletion of *Ezh2* in adult NSCs leads to disturbed neurogenesis of DG^21^, which was unseen in *Kdm2b* cKO DGs. These discrepancies echoes either distinct roles or spatiotemporal activities of PRC1 and PRC2. It would be worthy of dissecting functions of distinct PRC1/2 variants or their components in neural development and homeostasis^56^. A number of studies indicated that PRC1 and PRC2 can directly or indirectly regulate Wnt signaling in developmental, physiological, and disease conditions^57–59^. Wnt signaling governs multiple aspects of neural development including neurulation, pattern formation, and fate choices of neural progenitors^60–62^. Moreover, the strength and gradient of the canonical Wnt signaling in the RGC-IPC-neuron path and through developmental time ensures proper cell fate establishment and transition^63–65^, including those in hippocampal morphogenesis^4,37^. Deletion of KDM2B-CxxC greatly elevated Wnt signaling in hippocampi of multiple developing stages and in hippocampal progenitors, which could lead to impeded migration and differentiation of IPCs. Of note, however, the ablation of KDM2B-CxxC has minimal effects on neocortical development, reflecting regional and timing difference between neocortical and hippocampal progenitors. For instance, at P0 stage, when hippocampal neurogenesis is at the peak while neocortical neurogenesis is turned off, Wnt signaling in hippocampus is stronger than that in neocortex (Fig. 5g, h, Supplementary Fig. 11a). Sustained Wnt activation on loss of KDM2B hence could have greater impact on hippocampal neurogenesis compared to neocortical development. Interestingly, deletion of KDM2B-CxxC in adult neural stem cells exerts no effect on DG neurogenesis, probably reflecting transient expression of KDM2B in embryonic and postnatal hippocampi.

The deletion of KDM2B-CxxC would totally abolish KDM2B’s association with CGIs, thus disabling KDM2B’s two major functions on chromatin - mediating H2AK119Ub *via* PRC1.1 and demethylating H3K36me2, the latter of which is solely executed by the JmjC-containing KDM2BLF. Previous studies indicated that the demethylase activity of KDM2A/B is required for PRC establishment at CGIs of peri-implantation embryos^24^, but contributes moderately to the H3K36me2 state at CGI-associated promoters and is dispensable for normal gene expression in mouse embryonic stem cells^66^. Interestingly, levels of H3K36me2 were not significantly altered globally or locally in KDM2B-CxxC deleted hippocampi. Moreover, *Kdm2blf*^*KO*^ mice did not display hippocampal hypoplasia or malformation^29,67^. Thus, the H3K36me2 demethylase activity of KDM2B is likely dispensable for hippocampal development.

*KDM2B* is implicated in neurological disorders including ID and behavior abnormalities, and the region encoding the CxxC ZF is the mutational hotspot^27^. Consistently, *Kdm2b*^*Emx1-∆CxxC*^ cKO mice displayed prominent defects in spatial and motor learning and memory, as well as contextual fear conditioning. It would be essential to explore whether patients with *KDM2B* mutations have defects of hippocampal morphogenesis and function, and how KDM2B-mediated gene repression is implicated in human brain development. More specific behavioral tests, such as novel object recognition and two-choice spatial discrimination test, could better describe how hippocampal functions were affected by KDM2B mutations.

## Methods

### Ethics

All experimental procedures were approved by the Animal Care and Ethical Committee of Medical Research Institute, Wuhan University. Informed consent was obtained from all participants of the study.

### Mice

Wild-type CD-1 (ICR) and C57BL/6 mice were obtained from the Hunan SJA Laboratory Animal Company (Changsha, China). Mice were housed in a certified specific-pathogen-free (SPF) facility. The noon of the day when the vaginal plug was found was counted as embryo (E) day 0.5.

Mouse lines used in this study included: *Kdm2b*^*fl/fl*^ (generated by Applied Stem Cell), *Emx1-Cre* (Jackson Laboratories, stock number 005628), *Nestin-Cre* (Jackson Laboratories, stock number 003771), *Nex-Cre* males [*Neurod6*^*tm1(cre)Kan*^, MGI:2668659], *Nestin-CreERT2* (Jackson Laboratories, stock number 016261), *Ai14* (Rosa-CAG-LSL-tdTomato-WPRE), BAT-Gal mice (Jackson Lab, stock number 005317) and *Rnf2*^*fl/fl*^ (purchased from GemPharmatech, Strain NO. T014803). Detailed mouse mating and genotyping methods are described in Supplementary Methods.

### Tamoxifen and BrdU administration

To activate Cre-mediated recombination, tamoxifen (TAM; Sigma-Aldrich) was used, which was made fresh daily and dissolved in sunflower oil solution (Sigma-Aldrich). 8-week-old *Kdm2b*^*NestinCreERT2-ΔCxxC*^ mice were daily administered with 30 mg/kg prewarmed TAM intraperitoneally for 6 consecutive days (d1-d6). From day 2 to day 7, mice were injected with 50 mg/kg BrdU (Sigma-Aldrich) intraperitoneally for 6 consecutive days and were sacrificed 1 day later (day 8, Short-Term) or 4 weeks later (day 35, Long-Term) to identify BrdU-positive adult-born cells.

### Tissue fixation and sectioning

The pregnant dam was anesthetized with 0.7% w/v pentobarbital sodium (105 mg/kg body weight) in 0.9% sodium chloride. Embryos were sequentially removed from the uterus. Brains of embryos were dissected out in cold PBS and immersed in 4% paraformaldehyde (PFA) overnight at 4 °C. For P0, P2, P7 and adult mice, animals were anesthetized with 0.7% w/v pentobarbital sodium solution followed by trans-cardiac perfusion with 4% PFA in PBS (P0, 5 ml; P7, 10 ml; adult, 30 ml). Brains were dissected and post-fixed in 4% PFA overnight at 4 °C. Next day, brains were dehydrated in 20% w/v sucrose overnight at 4 °C. For sectioning, brains were embedded in OCT (SAKURA) and cut at 20 μm for adult brains and 14 μm for other stages with a cryostat (Leica CM1950).

### Nissl staining

Adult brain sections were stained with 0.25% Cresyl Violet (Sigma-Aldrich) solution for 15 min at 65 °C. Sections were then decolorized in ethanol for 0.5–1 min, dehydrated in gradient ethanol solutions for 5 min each and cleared twice in xylene for 5 min. Sections were mounted in the neutral balsam.

### In situ hybridization (ISH)

Sections were dried in a hybridization oven at 50 °C for 15 min and fixed in 4% PFA for 20 min at room temperature, followed by permeabilization in 2 μg/ml proteinase K in PBS for 10 min at room temperature. Prior to hybridization, sections were acylated in 0.25% acetic anhydride for 10 min. Then, sections were incubated with a digoxigenin-labeled probe diluted (0.2 ng/μl) in hybridization buffer (50% deionized formamide, 5× SSC, 5× Denhart’s, 250 μg/ml tRNA, and 500 μg/ml Herring sperm DNA) under coverslips in a hybridization oven overnight at 65 °C. The next day, sections were washed four times for 80 min in 0.1× SSC at 65 °C. Subsequently, they were treated with 20 μg/ml RNase A for 20 min at 37 °C, then blocked for 3.5 h at room temperature in 10% normal sheep serum. Slides were incubated with 1:5000 dilution of anti-digoxigenin-AP conjugated antibody (Roche) overnight at 4 °C. BCIP/NBT (Roche) was used as a color-developing agent. ISH primers used are listed in Supplementary Table 2.

### Immunofluorescence

Frozen brain sections were mounted onto Superfrost plus slides and then dried at room temperature. For heat-mediated antigen retrieval, slides were incubated for 15 min in 10 mM sodium citrate buffer (pH 6.0) at 95 °C. For BrdU staining, sections were treated with 20 μg/ml proteinase K (Sigma) (1:1000 in PBC) for 5 min and 2 N HCl for 30 min at room temperature. Sections were then immersed in blocking buffer (3% normal sheep serum and 0.1% Triton X-100 in PBS; or 5% BSA and 0.5% Triton X-100 in PBS) for 2 h at room temperature. Sections were then incubated in primary antibodies [mouse anti-Calbindin (1:1000; Sigma, C9848), rabbit anti-ZBTB20 (1:1000; Sigma, HPA016815), mouse anti-HopX (1:200; Santa Cruz, sc-398703), rabbit anti-Wfs1 (1:1000; Proteintech, 86995), mouse anti-PROX1 (1:200; Millipore, MAB5654), rabbit anti-GFAP (1:500; DAKO, Z0334), rat anti-CTIP2 (1:500; Abcam, ab18465), rabbit anti-SATB2 (1:500; Abcam, ab92446), rat anti-BrdU (1:500; Abcam, ab6326), mouse-anti-BrdU (1:500; Roche, 11170376001), rabbit-anti-DCX (1:500; Abcam, ab18723), rabbit anti-TBR2 (1:500; Abcam, ab23345), rat anti-TBR2 (1:500; Thermo Fisher, 14-4875-82), rabbit anti-PAX6 (1:500; Millipore, ab2237), and rabbit anti-Ki67 (1:500; Abcam, ab15580] in blocking buffer overnight at 4 °C. After three rinses in PBS, sections were incubated in secondary antibodies (Alexa Fluor 488-conjugated anti-mouse, A11029; Alexa Fluor 555-conjugated anti-mouse, A21422; Alexa Fluor 488-conjugated anti-rat, A11006; Alexa Fluor 555-conjugated anti-rat, A21434; Alexa Fluor 647-conjugated anti-rat, A21247; Alexa Fluor 488-conjugated anti-rabbit, A11034; Alexa Fluor 555-conjugated anti-rabbit, A21429; Alexa Fluor 647-conjugated anti-rabbit, A21245; Alexa Fluor 488-conjugated anti-chicken, A11039; Thermo Fisher Scientific; 1:1000) for 1 h at room temperature. Nuclei were labeled by incubation in PBS containing 4′,6-diamidino-2-phenylindole (DAPI) (0.1 μg/ml) (Sigma-Aldrich), and samples were mounted in ProLong Gold Antifade Mountant (Thermo Fisher Scientific).

### 5-Ethynyl-2′-deoxyuridine (EdU) staining

Proliferation of cells was investigated with BeyoClickTM EdU Cell Proliferation Kit (C0075S, Beyotime, China) according to the manufacturer’s protocols. In brief, frozen brain sections were dried at temperature and permeated with 0.3% Triton X-100 in PBS for 30 min. Sections were then incubated with EdU working solution for 1 h at 37 °C in the dark. After incubation, regular immunofluorescence staining can be followed.

### Immunohistochemical staining

Frozen brain sections were dried at room temperature, and then pretreated with 0.3% H_2_O_2_ for 15 min to deactivate endogenous peroxidase. Sections were blocked with 3% normal sheep serum with 0.1% Tween 20 at room temperature for 2 h. Sections were then incubated in primary antibodies [rabbit anti-NeuN (1:500; Abcam, ab177487), rabbit anti-SOX2 (1:500; Millipore, ab5603), rabbit anti-TBR2 (1:500; Abcam, ab23345), mouse anti-PROX1 (1:200; Millipore, MAB5654), and rabbit anti-BLBP (1:500; Abcam, ab32423)] in blocking buffer overnight at 4 °C, followed by addition of the avidin-biotin-peroxidase complex (1:50; VECTASTAIN Elite ABC system, Vector Laboratories). Peroxidase was reacted in 3,3′-diaminobenzidine (5 mg/ml) and 0.075% H_2_O_2_ in Tris-HCl (pH 7.2). Sections were dehydrated in gradient ethanol (75% ethanol, 95% ethanol, 100% ethanol, and 100% ethanol, each for 5 min), and cleared twice in xylene for 5 min, then mounted in the neutral balsam.

### Behavior tests

We used 12- to 16-week-old age-matched male mice for all behavioral tests. Mice were housed (3–5 animals per cage) in standard filter-top cages with access to water and rodent chow at all times, maintained on a 12:12 h light/dark cycle (09:00–21:00 h lighting) at 22 °C, with relative humidity of 50–60%. All behavioral assays were done blind to genotypes. Behavioral tests performed in current study include open field, rotarod, Morris water maze, fear conditioning, forced swimming, tail suspension, and elevated plus maze. Detailed procedures are described in Supplementary Methods.

### X-Gal staining

Frozen sections were fixed in fresh cold fixative (0.2% PFA) in buffer L0 (0.1 M PIPES buffer (pH 6.9), 2 mM MgCl_2_, 5 mM EGTA) for 10 min. Slides were rinsed in PBS plus 2 mM MgCl_2_ on ice, followed by a 10 min wash in the same solution. Place slides in detergent rinse [0.1 M PBS (pH 7.3), 2 mM MgCl_2_, 0.01% sodium deoxycholate, 0.02% Nonidet P-40] on ice for 10 min. Slides were then moved to a freshly made and filtered X-Gal staining solution [0.1 M PBS (pH 7.3), 2 mM MgCl_2_, 0.01% sodium deoxycholate, 0.02% Nonidet P-40, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_·3H_2_O and 1 mg/ml X-Gal]. Sections were incubated at 37 °C from a few minutes to overnight in the dark. Sections were rinsed with water to stop the reaction. Sections were dehydrated with gradient ethanol and xylene sequentially, and mounted with the neutral balsam.

### RNA isolation and reverse transcription (RT)

RNA isolation was performed using the RNAiso Plus (TAKARA) according to the manufacturer’s instructions. Tissue or cells were homogenized using a glass-Teflon in 1 ml or 500 µl RNAiso Plus reagent on ice and phase separation was achieved with 200 µl or 100 µl chloroform. After centrifugation at 12,000 × *g* for 15 min at 4 °C, RNA was precipitated by mixing aqueous phase with equal volumes of isopropyl alcohol and 0.5 µl 20 mg/ml glycogen. Precipitations were dissolved in DNase/RNase-free water (not diethylpyrocarbonate treated, Ambion). 1 µg of total RNA was converted to cDNA using M-MLV reverse transcriptase (TAKARA) under standard conditions with oligo(dT) or random hexamer primers and Recombinant RNase Inhibitor (RRI, TAKARA). Then the cDNA was subjected to quantitative RT-PCR (qRT-PCR) using the SYBR green assay with 2× SYBR green qPCR master mix (Bimake). The thermal profile was 95 °C for 5 min and 40 cycles of 95 °C for 15 s and 60 °C for 20 sec. *Gapdh* was used as endogenous control genes. The relative expression level for target genes was normalized by the Ct value of *Gapdh* using a 2^−ΔΔCt^ relative quantification method. Reactions were run on a CFX Connect TM Real-Time PCR Detection System (Bio-Rad). The primers used are listed in Supplementary Table 3.

### Neurosphere culture

Mouse hippocampal neural progenitor cells (NPCs) were enriched from P0 mouse hippocampi, cultured on ultra-low-attachment plates (Corning, New York, United States) and maintained in indicated culture media (DMEM/F12, Life Technologies) containing N2 and B27 supplements (1×, Life Technologies), 1 mM Na-pyruvate, 1 mM N-acetyl-L-cysteine (NAC), human recombinant FGF2, and EGF (20 ng/mL each; Life Technologies). After cultured in vitro for three generations, neurospheres were subjected to RNA-seq and ChIP-seq analyses.

### RNA-seq library construction

Total RNA was extracted as described above. The concentration and quality of RNA was measured with Nanodrop 2000c (Thermo Fisher Scientific) and an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. RNA-seq libraries were constructed by NEBNext® Ultra™ II RNA Library Prep Kit for Illumina® (NEB #E7775). Briefly, mRNA was extracted by poly-A selected with magnetic beads with poly-T and transformed into cDNA by first and second-strand synthesis. Newly synthesized cDNA was purified by AMPure XP beads (1:1) and eluted in 50 μl nucleotide-free water. RNA-seq libraries were sequenced by Illumina NovaSeq 6000 platform with pair-end reads of 150 bp. The sequencing depth was 60 million reads per library.

### Bulk RNA-seq data analysis

P0 hippocampus and neurosphere RNA-seq data were checked for quality control by FastQC (version 0.11.9). Paired-end reads were trimmed to remove adaptors and low-quality reads and bases using cutadapt (version 3.2). Clean reads were aligned to the mouse UCSC mm10 genome using STAR (version 2.7.10b) with default parameters. The number of covering reads were counted using featureCounts (version v2.0.1). The resulting read counts were processed with R package DESeq2 (version 1.38.1) to identify differential expression genes (log2 fold change > 0.4 and *p* value < 0.05) between datasets. Cufflinks package (version 2.2.1) assembles individual transcripts from reads that have been aligned to reference genome. The gene expression level was normalized by fragments per kilobase of bin per million mapped reads (FPKM). Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) in this study were performed using clusterProfiler (version 4.2.2).

### Chromatin immunoprecipitation (ChIP) assay

For each experiment, single-cell suspensions from P0 hippocampi were collected as described above. The hippocampal tissue was digested into single cells by Papain (20U dissolved in each mL of DMEM/F12 medium, preheated at 37°). Cells were cross-linked with 1% formaldehyde for 10 min at room temperature, and quenched with 0.125 M of glycine for 5 min. Cross-linked samples were then rinsed twice in PBS, then cells were collected by centrifugation. Next, cells were pretreated with lysis buffer (50 mM of Tris-HCl [pH 8.0], 0.1% SDS, and 5 mM of EDTA) and incubated for 5 minutes with gentle rotation at 4 °C. After centrifugation, bottom cells were washed for two times with ice-cold PBS and harvested in ChIP digestion buffer (50 mM of Tris-HCl [pH 8.0], 1 mM of CaCl_2_, and 0.2% Triton X-100). DNA was digested to 150-300 bp by micrococcal nuclease (NEB; M0247S). Sonicate cells in EP tubes with power output 100 W, 5 min, 0.5 s on, 0.5 s off on ice. The resulting lysate was centrifugation and divided into four parts for 10% input, H2AK119Ub, H3K27me3, and H3K36me2 immunoprecipitation. After diluting each sample (in addition to input) to 1 mL with dilution buffer (20 mM of Tris-HCl [pH 8.0], 150 mM of NaCl, 2 mM of EDTA, 1% Triton X-100, and 0.1% SDS), immunoprecipitation was further performed with sheared chromatin and 3 μg rabbit anti-H2AK119Ub antibody (CST, 8240 S); or rabbit anti-H3K27me3 antibody (CST, 9733S); or rabbit anti-H3K36me2 antibody (CST, 2901S), then incubated with protein A/G beads overnight at 4 °C on a rotating wheel. The next day, beads were wash with Wash Buffer I (20 mM Tris-HCl, pH 8.0; 1% Triton X-100; 2 mM EDTA; 150 mM NaCl; 0.1% SDS), Wash Buffer II (20 mM Tris-HCl, pH 8.0; 1% Triton X-100; 2 mM EDTA; 500 mM NaCl; 0.1% SDS), Wash Buffer III (10 mM Tris-HCl, pH 8.0; 1 mM EDTA; 0.25 M LiCl; 1% NP-40; 1% deoxycholate) and TE buffer. DNA was eluted by ChIP elution buffer (0.1 M of NaHCO_3_, 1% SDS, 20 µg/mL of proteinase K). The elution was incubated at 65 °C overnight, and DNA was extracted with a DNA purification kit (DP214-03; TIANGEN).

### ChIP-seq library construction

ChIP-seq libraries were constructed by VAHTS Universal DNA Library Prep Kit for Illumina V3 (Vazyme ND607). Briefly, 50 μL purified ChIP DNA (5 ng) was end-repaired for dA tailing, followed by adaptor ligation. Each adaptor was marked with a barcode of 6 bp which can be recognized after mixing different samples together. Adaptor-ligated ChIP DNA was purified by VAHTS DNA Clean Beads (Vazyme N411) and then amplified by PCR of 10 cycles with primers matching with adaptors’ universal part. Amplified ChIP DNA was purified again using VAHTS DNA Clean Beads in 35-μL EB elution buffer. For multiplexing, libraries with different barcode were mixed together with equal molar quantities by considering appropriate sequencing depth (about 30 million reads per library). Libraries were sequenced by Illumina Nova-seq 6000 platform with pair-end reads of 150 bp.

### ChIP-seq data analysis

DNA libraries were sequenced on Illumina NovaSeq 6000 platform. All P0 hippocampus and neurosphere ChIP-seq data were checked and removed with adaptor sequences same as the RNA-seq data processing. Clean reads were aligned to the mouse UCSC mm10 genome using Bowtie2 (version 2.4.5). Duplicates were removed using the samtools rmdup module. Regions of peaks were called using the SICER software package, with the input genomic DNA as a background control (parameters: -w 200 -rt 1 -f 150 -egf 0.77 -fdr 0.01 -g 600 -e 1000 --significant_reads). The bigwig signal files were visualized using the computeMatrix, plotHeatmap, plotProfile modules in Deeptools (version 3.5.1). Homer was used to identify adjacent genes from the peaks obtained from SICER.

### ATAC-seq library construction

ATAC-seq libraries were constructed by TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme TD501). Briefly, P0 hippocampi were dissected and gently homogenized in cold nuclear isolation buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA-630). Nuclei were collected by centrifugal precipitation. 50,000 nuclei were put into the tagmentation reaction for each sample (performed with 30 min incubation time at 37 °C). Immediately following the tagmentation, DNA fragments were purified using VAHTS DNA Clean Beads (2X). Purified DNA fragments were added with Illumina i5 + i7 adapters with unique index to individual samples followed by PCR reaction (PCR program: 72 °C for 3 min, 98 °C for 30 s, 98 °C for 15 s, 60 °C for 30 s, 72 °C for 30 s, repeat 3–5 for 13 cycles, 72 °C for 5 min, and hold at 4 °C). Generated libraries were purified using VAHTS DNA Clean Beads (1.2X). For multiplexing, libraries with different barcode were mixed together with equal molar quantities by considering appropriate sequencing depth (about 50 million reads per library). Libraries were sequenced by Illumina Nova-seq 6000 platform with pair-end reads of 150 bp.

### ATAC-seq data analysis

P0 hippocampus ATAC-seq raw data were trimmed by Cutadapt with parameters -u 3 -u −75 -U 3 -U −75 -m 30 and then aligned to mouse mm10 genome using Bowtie2 (-X 2000 --very-sensitive). Subsequently, we downloaded blacklisted regions including a large number of repeat elements in the genome from ENCODE project and then removed these significant background noise. ATAC-seq datasets contained a large percentage of reads that were derived from mitochondrial DNA. We removed mitochondrial reads after alignment using Samtools. Then, we filtered reads to remove exact copies of DNA fragments that arise during PCR using Picard’s MarkDuplicates (version 2.26.4). All reads aligning to the + strand were offset by +4 bp, and all reads aligning to the – strand were offset −5 bp, since Tn5 transposase has been shown to bind as a dimer and insert two adaptors separated by 9 bp. We adjusted the shift read alignment using alignmentSieve. Next, peaks calling was finished by Macs2 (version 2.2.7.1) with parameters -f BAMPE --nomodel --keep-dup all --shift −100 --extsize 200 -g mm --cutoff-analysis -B. We created bigwig files for visualizing using bamCoverage (parameters: --normalizeUsing RPGC –effectiveGenomeSize 2407883318) in deepTools. Homer took narrow peak files as input and checked for the enrichment of both known sequence motifs and de novo motifs.

### Defining genomic features

Mm10 CpG island (CGI) regions were downloaded from the UCSC genome browser database. Promoters were defined as all mouse UCSC mm10 gene TSSs, extended by 2 kb upstream and downstream. CGIs in promoters were defined as ± 2 kb around CGI centers overlap with promoter regions. Overlapped regions between CGIs and promoters were identified using bedtools (version 2.29.2) intersect with parameters -e -f 0.5 -F 0.5. H2AK119ub1 +/− promoter genomic loci were defined as such promoter location with or without H2AK119ub1.

### In utero electroporation (IUE)

In utero microinjection and electroporation were performed as followed. Pregnant CD-1 mice with E14.5 embryos were anesthetized by injection of pentobarbital sodium (70 mg/kg), and the uteri were exposed through a 2 cm midline abdominal incision. Embryos were carefully pulled out using ring forceps through the incision and placed on sterile gauze wet with 0.9% sodium chloride. Plasmid DNA (prepared using Endo Free plasmid purification kit, Tiangen) mixed with 0.05% Fast Green (Sigma) was injected through the uterine wall into the telencephalic vesicle using pulled borosilicate needles (WPI). For gain-of-function experiments, pCIG (1 μg/μl) was mixed with pCAGGS-Wnt3a, pCAGGS-Wnt5a, pCAGGS-Wnt5b, pCAGGS-Wnt7b, pCAGGS-Wnt8b, (Wnt-mix) (0.5 μg/μl each), or with pCAGGS-SFRP2 (2 μg/μl). Control mice were injected with pCIG (1 μg/μl). Five electric pulses (33 V, 50 ms duration at 1 s intervals) were generated using CUY21VIVO-SQ (BEX) and delivered across the head of embryos using 5 mm forceps-like electrodes (BEX). The uteri were then carefully put back into the abdominal cavity, and both peritoneum and abdominal skin were sewed with surgical sutures. The whole procedure was completed within 30 min. Mice were warmed on a heating pad until they regained consciousness and were treated with analgesia (ibuprofen in drinking water) until sacrifice at E18.5.

### Plasmid construction

Full-length mouse *Wnt3a* and *Wnt8b* were amplified from cDNAs of E14.5 mouse hippocampi and then cloned into pCAGGS. Full-length *Wnt5a*, *Wnt5b*, *Wnt7b* were amplified from cDNAs of E16.5 mouse cortex, and then cloned into pCAGGS. Full-length mouse *Sfrp2* was amplified from cDNAs of P0 mouse cortex and then cloned into pCAGGS. The primers used are listed in Supplementary Table 4.

### Quantification and statistical analysis

Sections used for quantification were position-matched for control and experimental brains. Three corresponding brain cross sections of each control and cKO samples were selected for cell count statistics and the total number of these three cross sections was counted.

The length or area of adult hippocampal CA and DG were quantified by ImageJ. By dividing the average cell count (per section) by the average DG area (per section), the cellular density within the DG can be determined.

Images were binned against proximal-distal transverse axis to quantify the intensity of ISH or LacZ signals of hippocampi. A plot of normalized average signal intensity with standard error of the mean across those regions was generated using ImageJ.

Statistical tests were performed using GraphPad Prism (version 8.0.2). Data analyzed by unpaired two-tailed *t*-test were pre-tested for equal variance by *F*-tests. Unpaired Student’s *t*-tests (two-tailed) were chosen when the data distributed with equal variance. For normally distributed data with unequal variance, an unpaired *t*-test with Welch’s correction was used. One-way ANOVA followed by Tukey post hoc test was used for multiple group comparison. Significant difference is indicated by a *p* value < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications. Experiments were not randomized. Investigators were blinded as to the animal genotype during tissue section staining, image acquisition, and image analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq, ChIP-seq and ATAC-seq data generated in this study have been deposited in the NCBI GEO database under accession GSE222465. RNA-seq data of P0 hippocampus, P0 neurosphere and P0 cortex have been deposited at GEO: GSE222464. ChIP-seq and ATAC-seq data of P0 hippocampus and P0 neurosphere in this study have been deposited at GEO: GSE222463 and GSE222462. Source data are provided with this paper. Any additional information required to analyze the data in this paper is available from authors upon reasonable request. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

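RNA-seq of 4 comparisons at postnatal day 0 was analysed: hippocampi of 3 control and 3 *Kdm2b* Emx1-∆CxxC cKO mice, hippocampal neurospheres of 2 and 2, cortices of 2 and 2, and hippocampi of 2 control and 2 *Rnf2* cKO mice. Each sample's group was taken from its deposited label, and controls with 1 or 2 floxed alleles form a single group because the labels do not tell them apart. ChIP-seq and ATAC-seq data were not analysed here.

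For hippocampi and neurospheres, the authors trimmed the reads with cutadapt, aligned them with STAR to mm10 and estimated FPKM values with Cufflinks, as the methods state, and the FPKM values were used as deposited. The authors' calls were made with DESeq2 on read counts, which these FPKM values do not hold. The cortical and *Rnf2* values are FPKM as deposited by the authors with a length in bases for each Ensembl gene, and the methods do not name cortical libraries. Whether their account of hippocampal data also covers the *Rnf2* libraries is not stated, and that table has the form of the cortical one. Their product with gene length is a whole multiple of a single step in each library, which gives the reads, or read pairs, on each gene up to rounding, and the sum came to 97.9% to 101% of the total that the step implies. Depth is unknown for hippocampi and neurospheres. No per-sample column was left out.

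Entries that name no gene were left out, which were 2861 of 27180 in the hippocampal and 2059 of 26293 in the neurosphere table. Where a name had several entries, the entry with the highest mean was kept, which dropped 1181 and 836 entries. Entries that name several genes, 1092 and 810 of them, were kept, and 26 and 20 list genes were read from such entries. An older symbol was used for 2 list genes.

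Values were taken to log2(FPKM + 1), and genes with a mean of at least 0.5 FPKM over the libraries of a comparison were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), each comparison by itself. Genes were called at a log2 fold change above 0.4 in size and an unadjusted p under 0.05, the paper's thresholds, and p values were also adjusted by the Benjamini-Hochberg method over all genes of a comparison. Gene lists were tested with camera at a preset correlation of 0.01, with p values adjusted over 17 list tests, and with camera at an estimated correlation and fry as alternatives. Differences between comparisons were tested as the interaction of genotype and table over 4 tests, and overlaps of calls with Fisher's exact test (two-sided).

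The lists cover Wnt signaling, progenitors and neurogenesis, proliferation, neuronal function, motile cilia, the cortical hem and the PSPB. They were written from general knowledge, with some genes that the paper names, because the gene sets behind its supplementary figures were not seen, so they do not test the paper's own sets. The genes named in Fig. 5a and Fig. 5f and those measured by RT-qPCR were further lists. Marker lists of choroid plexus, meninges, blood, striatum, thalamus, neocortex, astrocytes with oligodendrocytes, sex, PRC1 members and *Hox* genes served as context. Genes named in the text are those the paper names for RNA-seq, the targeted genes, Wnt genes past the threshold, and in each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05 (unadjusted if fewer than 6 pass) whose cKO libraries all lay on one side of the controls.

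These samples, tests, thresholds, lists, naming rule and the following alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a filter of at least 1 FPKM, libraries rescaled to the same FPKM total, median-ratio scaling, eBayes without a trend, the replicate number as a block, adjusted p values, no fold change threshold, both other list tests, and each library left out in turn. With 2 libraries per group, a left-out library leaves values without a test. Chosen after the data were seen were the sum of entries of a name, limma-voom on the recovered reads, protein-coding genes alone, further lists of antigen presentation, interferon response, microglia, blood vessels, astrocytes and oligodendrocytes, and further list tests and differences, adjusted over families of 86 and 71.

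The methods were tested on simulated data with 200 genes changed by 1 on the log2 scale, of which 200, 199, 197 and 194 were recovered in hippocampi, neurospheres, cortices and *Rnf2* hippocampi, with 0.334%, 1.40%, 1.48% and 2.97% of the unchanged genes called. With adjusted p values 200, 189, 173 and 135 were recovered. A shift of 0.2 over 60 genes was recovered as medians of 0.191, 0.169, 0.201 and 0.249. With limma-voom, 178 and 173 of the 200 genes were recovered in cortices and *Rnf2* hippocampi, with 4.59% and 4.99% of the unchanged genes called.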

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

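The test of endothelial genes was set before its result was seen, the scalings and the left-out library used for the proliferation list were alternatives set beforehand, and the other tests of explanations here were chosen only after the result was seen. The 4 differences of the Wnt and progenitor lists that involve cortices or *Rnf2* cKOs were set beforehand as comparisons, and those with neurospheres were not. In these differences, a gene is called larger where its signed log2 fold change is higher, which need not be the change of greater size.

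The effect of *Kdm2b* cKO differed between hippocampi and cortices. Wnt genes under the filter in cortices, *Lef1*, *Wnt8b* and *Rspo1* among them, entered this comparison only without a filter. For 47 Wnt genes the median difference was 0.079, with 30 genes larger in hippocampi (adjusted p = 0.0350 from camera, within 0.00708 to 0.314 over the alternatives). It was 0.017 without cortical cKO library 2, 0.018 without cortical control library 2, 0.12 without cortical cKO library 1, 0.031 without a filter on low values and 0.14 with the libraries rescaled to the same FPKM total. Its adjusted p was 0.0548, 0.0903, 0.131 and 0.0650 without hippocampal control library 1, control library 2, cKO library 1 and cKO library 2. For 19 progenitor genes it was 0.38, with 17 genes larger in hippocampi (adjusted p = 7.30e-09, within 5.21e-10 to 0.00824). Low values next to the pseudocount could shrink the change in a table. Among genes with at least 5 FPKM in both tables, the difference was 0.091 for Wnt genes (20 of 25 larger in hippocampi) and 0.386 for progenitor genes (15 of 17), which argues against this as the whole cause. The tables were made separately, and the effects of their different gene models and of meningeal RNA in cKO cortices were not tested. A difference between the tissues stays open as a hypothesis.

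The effects of *Kdm2b* and *Rnf2* cKO in hippocampi differed. For 60 Wnt genes the median difference was 0.14, with 40 genes larger in *Kdm2b* cKOs (adjusted p = 0.00190 from camera, within 0.000208 to 0.271), and it was 0.061 without *Rnf2* cKO library 1 and 0.24 without *Rnf2* cKO library 2. For 19 progenitor genes it was 0.44, with 17 genes larger in *Kdm2b* cKOs (adjusted p = 3.57e-08, within 4.08e-09 to 0.00347). Among genes with at least 5 FPKM in both tables, the difference of the progenitor genes was 0.414 (14 of 16 larger), which argues against values near the pseudocount as the whole cause. That of the Wnt genes was 0.0189 (16 of 31 larger), so for these genes an effect of low values and an effect of genotype cannot be told apart, since the genes that carry the difference are those with low values. *Rnf2* itself was at 31.5 FPKM in controls and 28.1 FPKM in cKOs (log2 fold change -0.16, adjusted p = 0.762 from limma) over the gene as a whole. This value does not show the floxed exon, so by RNA alone incomplete deletion in these hippocampi stays open. The paper reports a large loss of H2AK119ub in neocortical tissue of *Rnf2* cKO mice, and smaller hippocampi. The larger spread between *Rnf2* libraries and the separate making of the tables stay open too, as does a difference between the genotypes.

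Hippocampi and neurospheres of *Kdm2b* cKOs differed in progenitor and proliferation genes. For 17 progenitor genes the median difference was 0.52, with 12 genes larger in hippocampi (adjusted p = 0.00683 from camera, within 0.000867 to 0.347), and it was 0.33 without neurosphere cKO library 1 and 0.69 without neurosphere cKO library 2. In neurospheres alone these genes had a median of -0.20, with 4 genes higher and 4 lower past the threshold (8 with an adjusted p under 0.05 over all genes and 9 adjusted over the list alone). The adjusted p was 0.669, within 0.329 to 0.902, the median was 0.0012 without cKO library 1, -0.062 without control library 2 and -0.11 without control library 1, and *Eomes* was under the filter. For 25 proliferation genes the difference was -0.91, with every gene larger in neurospheres (adjusted p = 6.60e-16, within 1.50e-20 to 0.182). Under the other scalings, the progenitor difference nearest to 0 was 0.428, and the rise of proliferation genes in neurospheres nearest to 0 was 1.05. Without control library 1, in which few entries take much of the total, that rise was 1.04. These values argue against scaling and against that library as the cause. Growth in culture, the stage of the cells and their type differ from tissue and stay open, untested.

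In cKO cortices, 12 meningeal marker genes, which the paper does not discuss, had a median log2 fold change of 1.97 (11 past the threshold, 4 with an adjusted p under 0.05 over all genes and 11 adjusted over the list alone, higher in both cKO libraries). The adjusted p was 5.86e-15 from camera, 0.413 with the correlation estimated and 0.0434 with fry, within 1.85e-18 to 0.413. The median rise was 2.31 in cKO library 1 and 1.52 in cKO library 2. Under the other scalings it was at least 1.95, which argues against scaling. Endothelial genes, another list, rose by a median of 0.33, which argues against more blood vessels as the whole cause. For 12 of 12 genes the groups did not overlap, where chance gives 33.3% when either direction counts, and abundant ones such as *Col3a1* (7.32 FPKM in cKOs) and *Dcn* (0.373 FPKM in controls and 5.88 FPKM in cKOs), named after their values were seen, rose with the rest. Of the 12 genes, 3 reached 0.5 FPKM in cortical controls and 12 did in hippocampal controls, and none is in the Wnt list. More meningeal tissue in the cKO dissections and a change of meningeal growth in the mutants cannot be told apart, since both would raise these genes alike. As for the Wnt list in cortices, its median was 0.14 in cKO library 1 and 0.054 in cKO library 2, the order of the meningeal rise. The shorter lists of Fig. 5f and of RT-qPCR genes had the opposite order. Their medians were 0.44 and 0.42 in cKO library 1, and 0.67 and 0.74 in cKO library 2. With 2 cKO libraries, meningeal RNA and an effect in cortical cells cannot be told apart for these Wnt genes. For the hem genes higher in cKO cortices, a share from meningeal RNA was not tested and stays open.

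In cKO neurospheres, 13 marker genes of astrocytes and oligodendrocytes, which the paper does not discuss there, had a median log2 fold change of -1.88 (11 lower past the threshold, with an adjusted p under 0.05 over all genes and adjusted over the list alone, lower in both cKO libraries). The adjusted p was 4.92e-07 from camera, 0.413 with the correlation estimated and 0.0145 with fry, within 1.09e-28 to 0.413. The median was -1.91 without control library 1, -1.87 without cKO library 1, which had Y-linked transcripts, and -1.76 under the scaling that brought it nearest to 0. These values argue against the few abundant entries of that control, against sex and against scaling. *Olig1* (0.14, adjusted p = 0.604) and *Olig2* (0.0090, adjusted p = 0.966), named after their values were seen, did not fall with the others. An effect of the genotype on glial differentiation in culture may be what stays open, along with differences between cultures such as passage or density, which were not tested.

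In cKO hippocampi, 14 genes of antigen presentation, a list chosen after the data were seen, had a median log2 fold change of 0.64 (10 past the threshold, 8 with an adjusted p under 0.05 over all genes and 12 adjusted over the list alone, higher in 3 of 3 cKO libraries). The adjusted p was 6.99e-07 from camera, 0.267 with the correlation estimated and 0.00222 with fry, within 7.34e-08 to 0.267. *H2-K1*, named after its values were seen, rose from 4.48 to 16.5 FPKM (log2 fold change 1.68, adjusted p = 4.48e-05). All 13 microglial genes were higher too, with a median of 0.42 (8 past the threshold, adjusted p = 8.01e-07, which was 0.413 with the correlation estimated and 0.0477 with fry), and all 13 are expressed in controls. On the log2(FPKM + 0.1) scale, in each cKO library the antigen presentation genes rose by at least 0.358 beyond the microglial genes. Control libraries lay between -0.0945 and 0.0629. On the log2(FPKM + 1) scale the margin was smaller. There, cKO libraries 1, 2 and 3 had medians of 0.52, 0.68 and 0.56 for antigen presentation genes. Those of microglial genes were 0.25, 0.55 and 0.39. These values argue against more microglia as the whole cause. In neurospheres, where this list had a median of 0.29 (12 of 13 genes higher, adjusted p = 0.00721, which was 0.423 with the correlation estimated and 0.0477 with fry), only 2 of the 13 microglial genes passed the filter, which argues against microglia there. Interferon-induced genes had a median of 0.158 with 10 of 11 higher and 0 past the threshold (3 at an unadjusted p under 0.05), too small to decide on an interferon response. Of the other 51 tested genes of the H2 region on chromosome 17, 9.80% were past the threshold, against 6.29% elsewhere (Fisher's exact test, two-sided, p = 0.253). Strain variants of that region therefore cannot be told apart from an effect of the genotype, since the difference is within chance. *B2m*, on another chromosome, rose from 30.9 to 48.3 FPKM.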

How the results depend on the processing

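Protein-coding genes alone, summed entries of a name and limma-voom were chosen only after the results were seen, and the other alternatives were not. Among the counts and the lists and differences set beforehand, 377 results under an alternative held. They kept their direction and side of the threshold, or stayed within 1.5 times of the count. Where a group was left with 1 library and no test, they moved by less than the spread between libraries. Another 33 moved further, 23 fell short of the threshold, 6 passed it and 4 reversed. Among the remaining results, which include the flagged marker lists and the differences with neurospheres, these numbers were 82, 5, 5, 0 and 0. Among named genes these numbers were 1011, 8, 10, 0 and 0, and the 1011 include 2 changes of sign within the spread, in *Rnf2* hippocampi: *Eomes* to -0.16 (without control 1) and *Lef1* to -0.0027 (without cKO 2). The 10 are of *Sfrp1*, *Fzd7*, *Porcn* and *Tcf7l1* in neurospheres and of *Ror2* and *Gm27616* in *Rnf2* hippocampi. Causes were not tested unless stated.

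With a pseudocount of 0.1 the Wnt difference between hippocampi and cortices was 0.080 (adjusted p = 0.0743, within 0.00708 to 0.314). Without a filter the *Rnf2* Wnt list had a median of 0.056 (adjusted p = 0.121, within 0.00739 to 0.424), and the medians of the neurosphere progenitor list and the hippocampal PSPB list reversed, to 0.032 and 0.0057. With at least 1 FPKM the cortical PSPB list passed the threshold with a median of 0.16 (adjusted p = 0.0368, within 0.0368 to 0.424). With libraries rescaled to the same FPKM total, 830 genes were lower in cKO neurospheres in place of 1620, and all genes shifted by 0.105, a shift that follows from the larger total of control library 1. Under both scalings the shifts of the other comparisons were at most 0.036 in size.

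With adjusted p values 198 genes were lower in cKO hippocampi, 58 higher and 9 lower in cKO cortices, and 0 higher and 0 lower in *Rnf2* cKO hippocampi, where 1121 genes had an unadjusted p under 0.05. Without a fold change threshold, which admits smaller changes, the counts were 1537 higher and 1553 lower in hippocampi, 2230 and 2439 in neurospheres, 1212 and 801 in cortices, and 692 higher in *Rnf2* hippocampi. With protein-coding genes alone, chosen after the data were seen, 153 genes were lower in cortices in place of 358.

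Whether replicate numbers pair the samples was judged by the correlation across genes between same-numbered libraries of the groups, after removing group means. The lowest was -0.103 in hippocampi of the *Kdm2b* comparison, which gives no sign of pairing there. It was -0.277 in neurospheres, -0.0528 in cortices and 0.161 in *Rnf2* hippocampi, and with 2 libraries per group these values cannot decide on pairing. With the replicate block, 437 genes were lower in *Rnf2* cKO hippocampi in place of 291, and the other counts stayed within 1.5 times.

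With the correlation estimated, camera no longer passed the threshold for the Wnt lists of hippocampi (median 0.20), cortices (0.13) and *Rnf2* hippocampi (0.098), the cortical progenitor list (0.16), the hippocampal neuronal (-0.20), cilium (-0.23) and hem (0.44) lists, the neurosphere proliferation list (1.04), the cortical hem list (0.23) and the Wnt differences of 0.079 and 0.14. With fry, the cortical (0.13) and *Rnf2* (0.098) Wnt lists, the cortical progenitor list (0.16), the cilium list (-0.23) and both Wnt differences (0.079 and 0.14) fell short, while the neurosphere Wnt (0.081) and neuronal (-0.13) lists and the hippocampal PSPB list (-0.025) passed. The lists' medians do not depend on the test.

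Across fits that each left out one library, the hippocampal proliferation list ranged from 0.0062 (without control 3) to 0.19 (without cKO 3, where it passed the threshold, as without control 2). The hippocampal PSPB list ranged from -0.062 to 0.032 and reversed without control 2 (0.032) and cKO 1 (0.017). The Wnt difference between hippocampi and cortices ranged from 0.017 (without cortical cKO 2) to 0.123 (without cortical cKO 1), and fell short of the threshold without hippocampal control 1 (0.071), control 2 (0.057), cKO 1 (0.053) or cKO 2 (0.067). That between *Kdm2b* and *Rnf2* hippocampi ranged from 0.061 (without *Rnf2* cKO 1) to 0.237 (without *Rnf2* cKO 2). In neurospheres the Wnt list ranged from 0.050 (without cKO 1) to 0.082, the neuronal list from -0.21 (without cKO 2) to -0.085 (without control 2), the progenitor list from -0.18 to 0.0012 (without cKO 1, a change of sign) and the proliferation list from 1.01 to 1.06. In cortices the Wnt list ranged from 0.054 (without cKO 1) to 0.16, the progenitor list from 0.12 to 0.21 and the hem list from 0.13 (without cKO 1) to 0.57 (without control 1). The *Rnf2* progenitor list ranged from 0.045 (without control 1) to 0.17 (without cKO 1). With 2 libraries per group, these fits give values without a test.

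Depth is unknown for hippocampi and neurospheres. In *Rnf2* hippocampi, where the spread between libraries was largest, adjusted p values found 135 of 200 genes simulated with a log2 change of 1, so smaller changes can go undetected there.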

Differences from the paper's values

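No explanation was tested here, and no test was chosen after the result was seen. The paper's value for genes higher in cKO hippocampi is 886, against 523 here, and its value for lower genes is 575, against 303 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 726 and 409 genes, within 1.5 times of the paper's values. None of the others did: no filter (537 and 309), at least 1 FPKM (476 and 273), libraries rescaled to the same FPKM total (564 and 268), median-ratio scaling (515 and 313), eBayes without a trend (516 and 300), the replicate block (520 and 311), adjusted p values (395 and 198), no fold change threshold (1537 and 1553) and each library left out (488 to 590 and 305 to 354).

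The paper's value for reads per library is 60 M (M for mega). The median number of reads recovered on genes was 20.5 M in cortical libraries and 15.9 M in *Rnf2* libraries, which leaves out reads outside genes. The libraries were sequenced as paired ends and FPKM counts fragments, while neither the recovered numbers nor the paper's value tell reads from read pairs. No alternative applied to this value.

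The lists below were written from general knowledge, with some genes that the paper names, because the gene sets behind its supplementary figures were not seen, so their values are not a test of the paper's own sets. The paper describes hem and PSPB genes as upregulated in cKO hippocampi. The hem list had a median of 0.44, and the PSPB list of -0.02, with *Pax6* and *Sfrp2* past the threshold among 5 genes and an adjusted p of 0.206 (0.0176 with fry, within 0.0176 to 0.379). The list's median difference from the control mean was above 0 in 3 of 3 cKO libraries, by 0.0031 to 0.081. In neocortices the paper describes a slight rise of PSPB genes. Their median was 0.13 with an adjusted p of 0.115 (0.0368 with at least 1 FPKM, within 0.0368 to 0.424).

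The paper reports cell proliferation among the functions of the genes upregulated in cKO hippocampi. The proliferation list had a median of 0.07 and an adjusted p of 0.0926 (0.000101 without cKO library 3 and 0.0217 without control library 2, within 0.000101 to 0.623). The paper describes Wnt genes as activated in cKO neurospheres. The Wnt list had a median of 0.08 there, with 11 genes higher and 9 lower past the threshold and an adjusted p of 0.171 (0.0176 with fry, within 0.0176 to 0.379). The median was 0.17 with the libraries rescaled to the same FPKM total and 0.027 without a filter.

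The paper describes Wnt genes as more abundant in hippocampi than in neocortices. Their median was 3.64 FPKM in hippocampal and 1.37 FPKM in cortical controls. By percentile within a library, among genes with a mean of at least 0.5 FPKM in controls, 30 of 60 Wnt genes were higher in hippocampal controls and 24 in cortical controls, without a test. In *Rnf2* hippocampal controls, whose table has the form of the cortical one, the Wnt median was 2.87 FPKM. Its percentile was 34.1 to 36.4 there, against 19.2 in cortical and 23.7 to 28.4 in *Kdm2b* hippocampal controls. The 2 sets of hippocampal controls thus differed by percentile, so the counts by percentile cannot separate tissue from how the values were made. The paper describes PSPB genes, *Pax6* and *Sfrp2* among them, as more abundant in neocortices. Their median was 4.01 FPKM in hippocampal and 2.19 FPKM in cortical controls, while 4 of 6 genes, those named among them, had the higher percentile in cortices. In *Rnf2* hippocampal controls the PSPB median was 2.65 FPKM, at percentiles of 32.7 to 34.0, against 24.9 to 29.2 in cortical controls. The paper describes no clear change of Wnt genes in cKO neocortices and none in *Rnf2* cKO hippocampi. Their median was 0.13 in cortices (adjusted p = 0.00124, but 0.379 with the correlation estimated and 0.0848 with fry, within 0.00013 to 0.379) and 0.10 in *Rnf2* hippocampi (adjusted p = 0.0157, but 0.424 with the correlation estimated, 0.329 with fry and 0.121 without a filter, within 0.00739 to 0.424).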

Other observations

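The splits of the hippocampal libraries, the test of sex and the scaling of neuronal genes were set before their results were seen, and the other tests here were chosen only after the result was seen.

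The 6 hippocampal libraries can be split into groups of 3 in 10 ways, so a share under 0.1 cannot be reached. Only the real split, 1 of the 10, gave as many genes past the threshold in a direction as the 523 higher genes. The same held for the 303 lower genes. In the other splits, the direction with more genes had between 22 and 91. For the Wnt, progenitor, neuronal, cilium and hem lists, 1 of the 10 splits, the real one, gave a median as large. For the proliferation list and the PSPB list, 6 of the 10 splits did.

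Of the hippocampal libraries, cKO library 1 alone had *Xist*. Without it, 715 of 826 genes (86.6%) were past the threshold in the same direction, which argues against sex as the cause of most calls. With all libraries, 0 of 5 sex-linked genes were past it (0 at an unadjusted p under 0.05). That count cannot decide, since 1 library of the other sex gives these genes a wide spread within the cKO group. Neuronal genes, lower in cKO hippocampi with a median of -0.20, had a median of -0.18 under the scaling nearest to 0, which argues against scaling.

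Cilium genes were lower in cKO hippocampi, and less choroid plexus in the dissections could cause this. The 7 choroid plexus genes tested had a median of 0.177 (5 higher, 3 past the threshold, 0 with an adjusted p under 0.05 over all genes, 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone), of 14 in the list, of which 7 are expressed in controls. They lay 0.418 above the cilium genes, more than the spread of 0.257 between libraries, which argues against it.

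Wnt genes were higher in cKO hippocampi, and thalamic tissue in the dissections could add to this. Of 8 thalamic genes, 5 could be tested, with a median of 0.339, 4 higher, and an adjusted p of 0.00323. All 5 are expressed in hippocampal controls, *Tcf7l2* is also in the Wnt list and *Slc17a6* in the neuronal list. Their presence in control dissections could come from hippocampal cells or from thalamic tissue. Thalamic tissue and an effect of the genotype on these genes therefore cannot be told apart.

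In *Rnf2* cKO hippocampi, genes past the threshold had a median of 98.4 reads per library, against 334.8 for all genes tested, and 44.6% of them were not protein-coding, a larger share than among all genes tested. Few reads on short genes and pseudogenes may account for part of these calls. In cortices, the numbers were 107 against 490 reads and 33.5% against 20.8%.

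Past the threshold in hippocampi, neurospheres and cortices of *Kdm2b* cKOs were 53 genes higher, 5 of them also in *Rnf2* cKO hippocampi, and 3 genes lower, *Ntm*, *Pak3* and *Pcsk2*, named after their values were seen. *Bcor* rose by 1.44 in hippocampi, 0.70 in neurospheres and 1.22 in cortices, with adjusted p values of 1.82e-05, 0.0376 and 0.0428, and by 0.24 in *Rnf2* cKO hippocampi (adjusted p = 0.769). The difference between *Kdm2b* and *Rnf2* cKO hippocampi was 1.19 (standard error 0.15, adjusted p = 0.00627 from limma). It shares its entry with *2900008C10Rik* in the hippocampal and neurosphere tables.

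In cKO neurospheres, 31 neuronal genes had a median of -0.13, with 4 higher and 10 lower past the threshold, 9 with an adjusted p under 0.05 over all genes and 12 adjusted over the list alone, and lower in both cKO libraries. The adjusted p was 0.184, within 0.0234 to 0.379, and the median was -0.21 without cKO library 2, -0.20 without control library 1, -0.085 without control library 2, -0.080 without a filter on low values and -0.023 with the libraries rescaled to the same FPKM total. The 5 hem genes tested had a median of 0.57 (adjusted p = 0.0180), the 5 PSPB genes 0.20, the 6 cilium genes -0.25, the 8 striatal genes 1.06 (adjusted p = 0.0157) and the 10 interferon-induced genes -0.43 (adjusted p = 0.0173). The 6 astrocytic genes had a median of -2.17 and the 7 oligodendrocytic genes one of -1.03. Of 41 *Hox* genes, 2 could be tested, with a median of 0.23, and fewer than 2 in each other comparison.

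Other lists in cKO hippocampi had medians of -0.10 (12 meningeal genes), 0.01 (4 blood genes), 0.11 (15 striatal genes), -0.15 (8 neocortical genes), -0.12 (13 genes of astrocytes and oligodendrocytes), -0.02 (12 genes of blood vessels), -0.23 (6 astrocytic genes), -0.87 (5 sex-linked genes) and -0.01 (7 oligodendrocytic genes), with adjusted p values from 0.0794 to 0.970. The 22 PRC1 genes had a median of 0.10 (17 higher, adjusted p = 0.00721, which was 0.413 with the correlation estimated and 0.00679 with fry). In cKO cortices, the blood list had a median of 0.58 (5 genes, adjusted p = 0.00323), microglial genes 0.47 (12 genes, adjusted p = 4.10e-05) and antigen presentation genes 0.63 (8 genes, adjusted p = 1.32e-06), none of them past the threshold with the correlation estimated. In *Rnf2* cKO hippocampi, meningeal genes had a median of -0.47 (12 genes, 10 lower, adjusted p = 2.21e-05, which was 0.423 with the correlation estimated), and hem genes 0.19 (14 genes, 0 past the threshold and 0 at an unadjusted p under 0.05). No explanation of these values was tested.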
